# Complex coding of endogenous siRNA, transcriptional silencing and H3K9 methylation on native targets of germline nuclear RNAi in *C. elegans*

**DOI:** 10.1186/1471-2164-15-1157

**Published:** 2014-12-22

**Authors:** Julie Zhouli Ni, Esteban Chen, Sam Guoping Gu

**Keywords:** Nuclear RNAi, piRNA, Endo-siRNA, Transcriptional silencing, Heterochromatin, Argonaute protein, Retrotransposon silencing, Germline, ChIP-seq, Pre-mRNA-seq

## Abstract

**Background:**

Small RNA-guided transcriptional silencing (nuclear RNAi) is fundamental to genome integrity and epigenetic inheritance. Despite recent progress in identifying the capability and genetic requirements for nuclear RNAi in *Caenorhabditis elegans*, the natural targets and cellular functions of nuclear RNAi remain elusive*.*

**Methods:**

To resolve this gap, we coordinately examined the genome-wide profiles of transcription, histone H3 lysine 9 methylation (H3K9me) and endogenous siRNAs of a germline nuclear Argonaute (*hrde-1*/*wago-9*) mutant and identified regions on which transcription activity is markedly increased and/or H3K9me level is markedly decreased relative to wild type animals.

**Results:**

Our data revealed a distinct set of native targets of germline nuclear RNAi, with the H3K9me response exhibiting both overlapping and non-overlapping distribution with the transcriptional silencing response. Interestingly LTR retrotransposons, but not DNA transposons, are highly enriched in the targets of germline nuclear RNAi. The genomic distribution of the native targets is highly constrained, with >99% of the identified targets present in five autosomes but not in the sex chromosome. By contrast, HRDE-1*-*associated small RNAs correspond to all chromosomes. In addition, we found that the piRNA pathway is not required for germline nuclear RNAi activity on native targets.

**Conclusion:**

Germline nuclear RNAi in *C. elegans* is required to silence retrotransposons but not DNA transposon. Transcriptional silencing and H3K9me can occur independently of each other on the native targets of nuclear RNAi in *C. elegans*. Our results rule out a simple model in which nuclear Argonaute protein-associated-small RNAs are sufficient to trigger germline nuclear RNAi responses. In addition, the piRNA pathway and germline nuclear RNAi are specialized to target different types of foreign genetic elements for genome surveillance in *C. elegans.*

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1157) contains supplementary material, which is available to authorized users.

## Background

RNA interference (RNAi) was originally discovered as a biochemical pathway triggered by double-stranded RNA (dsRNA) that leads to degradation of target mRNA with the corresponding sequence [1, 2]. RNAi is initiated by cutting dsRNA into small RNAs of 20–30 nucleotides (called small interfering RNAs, or siRNAs) by the RNase III-like enzyme dicer [3]. The resulting siRNAs are loaded into the highly conserved Argonaute (AGO) family of RNA-binding proteins, defined by the PIWI and PAZ domains [4]. Target mRNAs, through their base-pairing interactions with siRNAs, can then be degraded by the endonucleolytic activity (‘slicer’) of Argonaute proteins [5–7]. In plants, fungi, and *C. elegans*, dicer-produced siRNAs (named primary siRNAs) can also trigger *de novo* synthesis of additional small RNAs (called “secondary siRNAs”) through recruitment of RNA-directed RNA polymerases (RdRPs) that use the mature target mRNA as a template [8–10]. Endogenous small RNAs that are antisense to transcripts also exist in a variety of eukaryotic species. These so-called endo-siRNAs modulate a diverse set of cellular processes, such as gene expression, genome surveillance, chromosome transmission, and behavior adaptation [11–19].

In addition to mRNA degradation, RNAi has been found to function in the nucleus of plants and *Schizosaccharomyces pombe*. Nuclear siRNAs in these organisms guide Argonaute proteins and other protein factors to silence transcription and form a repressive chromatin state on target genes [reviewed in [20–23]]. This process has been termed “nuclear RNAi” (reviewed in [24]), as distinguished from the RNA-triggered mRNA degradation mechanism, referred to as “classical RNAi”.

Recent studies in *Drosophila* and *C. elegans* demonstrated that nuclear RNAi mechanisms play crucial functions in animals as well. In *Drosophila*, three PIWI subfamily members of Argonaute proteins, *AGO3, Aubergine,* and *Piwi*, in concert with PIWI-associated small RNAs (piRNAs) guide molecules, silence transposons in both somatic and germ cells [25, 26]. Gene silencing mediated by *AGO3* and *Aubergine* occurs at the post-transcriptional level [26], while the *Piwi* protein leads to transcriptional silencing and heterochromatin response on its target transposons [27–29].

Nuclear RNAi in *C. elegans* was initially suggested by the reduction of target transcripts in the nucleus when animals were treated with exogenous dsRNA (exo-dsRNA) [30]. Recent studies using genetics, biochemistry, and whole-genome approaches demonstrated that exo-dsRNA triggers transcriptional silencing as well as H3K9 methylation (H3K9me), a histone mark associated with the repressive chromatin state [31–34], on the target loci [35–39]. A diverse set of protein-coding genes was found to be susceptible to exo-dsRNA-induced nuclear RNAi [36, 39]. These features, combined with powerful genetics*,* make *C. elegans* a highly attractive system to study the mechanisms of nuclear RNAi. Several genes, including *nrde-1, −2, −3, and −4,* have been recently identified for their essential roles in the nuclear RNAi pathway [35–37].

Nuclear RNAi in *C. elegans* is a *bona fide* epigenetic process. For a number of germline-expressed genes, the exo-dsRNA-induced silencing state, as well as target-specific H3K9 trimethylation, can last for several generations [39]. The epigenetic inheritance of the RNAi effects is dependent on the nuclear RNAi pathway. Recent studies identified HRDE-1, a nucleus-localized Argonaute protein, for its essential role in heritable RNAi [38, 40, 41]. HRDE-1 is one of several worm-specific AGO proteins and was initially named as *WAGO-9* [42]. The name HRDE-1 is used in this work to reflect the *h*eritable *R*NAi-*de*ficient phenotype of the mutant. HRDE-1 is highly expressed in the *C. elegans* germline and appears to be absent in somatic cells, so it is considered as a germline-specific nuclear Argonaute protein. In contrast, another nuclear Argonaute protein NRDE-3 appears to work solely in the somatic cells. Single-mutant animals *hrde-1*, *nrde-1, nrde-2,* and *nrde-4* all exhibit reduced viability of germ cells at elevated temperatures, indicating a crucial function mediated by nuclear RNAi in germline development [38].

Despite recent progress in identifying the genetic requirements for nuclear RNAi, its cellular functions in *C. elegans* remain elusive. Previous studies have shown that a large population of endo-siRNAs are loaded into the germline nuclear Argonaute protein HRDE-1 [38], suggesting that many regions of the genome can potentially be targeted by nuclear RNAi. In addition, mutations in *nrde-2* and *nrde-4* lead to loss of H3K9 trimethylation in distinct loci [38]. While these studies clearly indicate important roles of nuclear RNAi in regulating chromatin structures, the global impact of nuclear RNAi on gene transcription has not been examined. Resolving this critical gap will identify the native targets of nuclear RNAi and delineate its endogenous functions in regulating gene expression and epigenetic response during animal development. To this end, we combined genetic, biochemical, and whole-genome computational approaches to identify and characterize transcriptional silencing events that are dependent on the germline nuclear Argonaute protein HRDE-1*.*

## Results and discussion

### The germline nuclear Argonaute protein HRDE-1 is required for the exclusion of RNA Polymerase II (Pol II) in a distinct set of genomic regions

To identify native targets of germline nuclear RNAi, we performed Pol II ChIP-seq using *C. elegans* wild-type populations and animals carrying a *hrde-1* mutation. For this work, we used the *hrde-1*(*tm1200*) mutant allele, which has a 376-bp deletion in exon 3 and results in a premature stop codon before the essential PAZ and PIWI domains. This allele was also used in previous studies as a loss-of-function mutation [38, 40, 41]. To enrich for germline material, we used young adult hermaphrodites for both samples, in which germline contributes much of total chromatin content [43].

To minimize non-specific ChIP signal resulting from a single antibody, we used three different anti-Pol II C-terminal domain (CTD) YSPTSPS peptide antibodies, each corresponding to a different phosphorylation state of the peptide: unphosphorylated [8WG16], phosphorylated at the Ser2 residue [S2], and phosphorylated at the Ser5 residue [S5]. 

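In ChIP-seq, DNA bound by a protein is recovered with an antibody and sequenced, so that the number of reads in a region reflects the occupancy of the protein there, and the input library holds the DNA before the antibody was added. The libraries of wild type (N2) and *hrde-1(tm1200)* young adult hermaphrodites analysed here were 1 per genotype for each of Pol II (8WG16), Pol II (S2), Pol II (S5) and ChIP input, 8 libraries in all, without biological replicates. The authors aligned the reads to the WS190/ce6 genome, divided a read that aligned to several positions evenly among them, counted the reads in 100257 1-kb windows and divided each count by the sequencing depth. The deposited values are therefore RPM (reads per 1000000 aligned reads), without a correction for input and without scaling between libraries beyond depth. Low values in each library were multiples of a smallest step, the value of 1 read, which gave the depth. By this step the Pol II (8WG16) libraries held 1461000 reads in the wild type and 1376000 in *hrde-1*, the Pol II (S2) libraries 2399000 and 5712000, the Pol II (S5) libraries 1498000 and 2363000, and the input libraries 1338000 and 2188000. A signal of 3 reads, taken as the smallest that a library can show, corresponded to 2.05 and 2.18 RPM for 8WG16, 1.25 and 0.525 RPM for S2, and 2.00 and 1.27 RPM for S5 in the wild type and *hrde-1*, respectively. Between 20.7% and 23.2% of the windows with few reads held a fractional number of reads, the mark of reads shared between copies of a sequence. Folds were calculated as *hrde-1* to wild type within one antibody, without a pseudocount, and a window at 0 in the wild type with signal in the mutant was counted as increased. A difference in depth or in ChIP efficiency between the libraries of a pair enters these folds directly, and no spread between replicates exists to compare them with.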

For this analysis, we constructed and sequenced a total of six Pol II ChIP-seq libraries, as well as two ChIP input libraries using the Illumina platform. 

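Judged by the value of 1 read, the 6 Pol II and 2 input libraries held 2292000 reads on average, from 1338000 in the wild type input to 5712000 in the *hrde-1* Pol II (S2) library. With each read extended to 200 nt, this mean corresponds to a coverage of 4.57 over the windows. The median window held 8.0 reads (wild type) and 9.5 reads (*hrde-1*) for 8WG16, 13.0 and 28.0 reads for S2, 6.0 and 12.0 reads for S5, and 12.0 and 20.0 reads for the input.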

An average of 2.1 million reads that perfectly aligned to the *C. elegans* genome were obtained (approximately 4× coverage).

Our assay was validated by the strong relative enrichment of Pol II ChIP signals at both the 5′ and 3′ ends of a set of “H3K4 di- or tri-methylation-anchored” genes, which represent actively transcribed genes in *C. elegans* [44] (Figure 1A). In each of the three Pol II ChIP-seq experiments (8WG16, S2, and S5), the averaged Pol II occupancy for the actively transcribed genes in the *hrde-1* mutant showed only modest differences from the one in the wild type (modest decrease for 8WG16 and S5 and modest increase for S2 in the *hrde-1* mutant). The differences were even smaller in a similar metagene analysis for all annotated protein-coding genes (data not shown).

**Figure 1:**
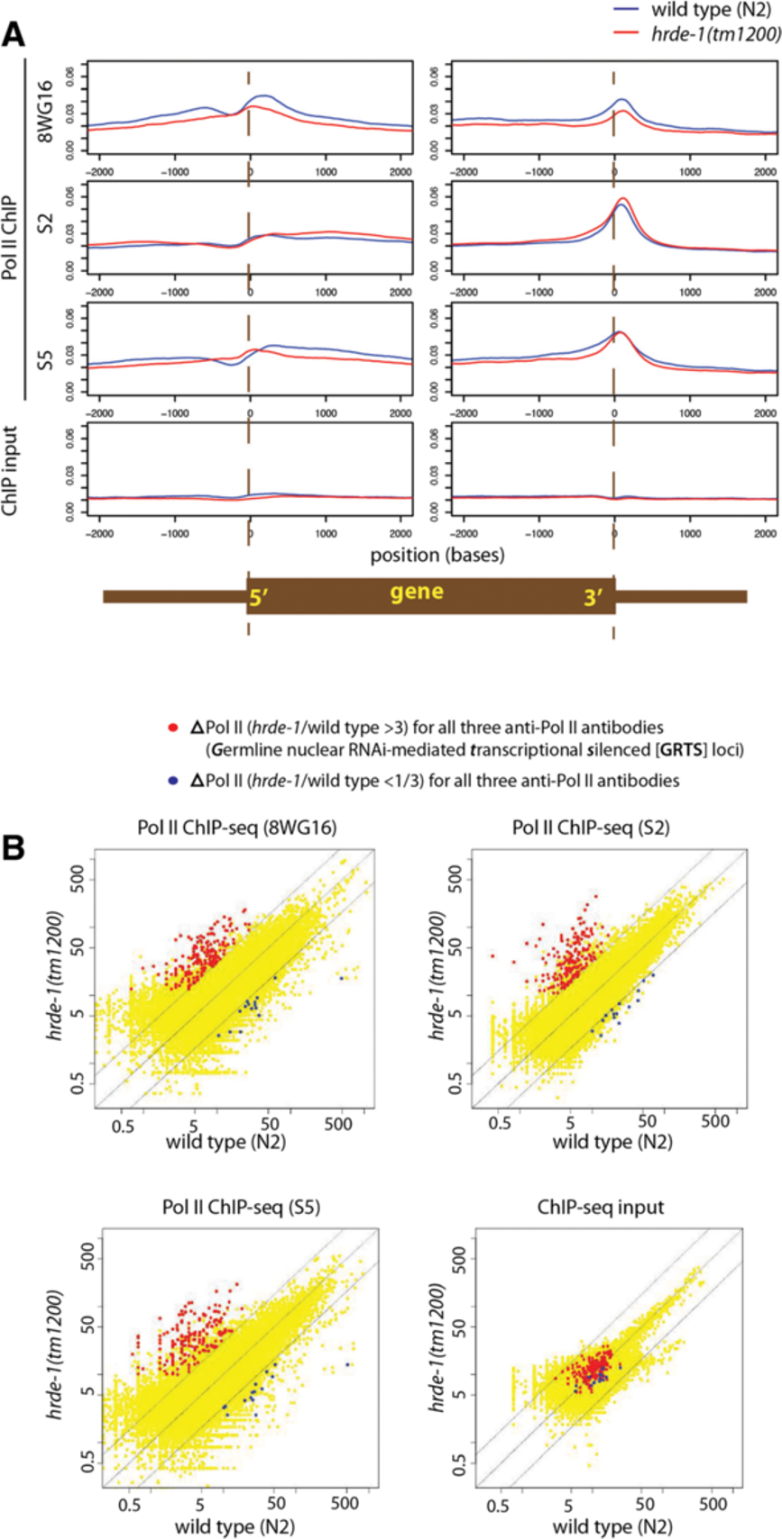
**Loss of HRDE-1 increases RNA polymerase II (Pol II) occupancy at specific genomic loci. (A)** Comparison of averaged Pol II occupancy levels in the wild type and *hrde-1(tm1200)* mutant animals around the 5′ and 3′ ends of 3903 “H3K4me2/3-anchored” genes [44]. Left panels: Pol II ChIP or ChIP input signal was plotted as a function of distance to the dyad of the “plus-one” nucleosome, defined by peak H3K4me2/3 nucleosomes near transcription start sites for the 3903 ‘H3K4me2/3-anchored’ genes. Right panels: Pol II ChIP or ChIP input signal was plotted as a function of distance to the annotated ends of 3′ UTR. **(B)** Pol II ChIP or ChIP input signals for the wild type and *hrde-1(tm1200)* mutant animals on 100,257 1-kb regions in the *C. elegans* genome. Each dot corresponds to a 1-kb region. Dotted lines indicate no-changes (the middle line) and three-fold differences (the flanking lines).

To expand our analysis at a higher resolution for the entire genome, we divided the genome into 100,257 1-kb segments and determined the Pol II ChIP-seq signal for each segment. Sequenced reads that were aligned to repetitive regions in the genome were normalized by the frequency that a non-unique read aligns to a different position in the genome. For most of the genome, the wild type and *hrde-1* mutant exhibited similar levels of Pol II occupancy (Figure 1B). 

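Among the windows with signal in both libraries, 84.9% differed less than 3-fold between the wild type and *hrde-1* for Pol II (8WG16), 97.7% for Pol II (S2), 86.1% for Pol II (S5) and 98.7% for the ChIP input (no replicates). The median *hrde-1* to wild type fold over these windows was 1.16, 0.96, 1.13 and 1.02, respectively. Spearman's rho across windows, which are not independent replicates, was 0.55 for 8WG16, 0.84 for S2, 0.77 for S5 and 0.46 for the input. The only alternative tried for these shares was to leave out windows with a low signal. Among windows above the genome mean, the share within 3-fold rose to 94.1% for 8WG16, 98.5% for S2, 96.9% for S5 and 99.5% for the input. From the libraries of both genotypes lying within these limits over most windows, the paper concludes that Pol II occupancy is similar for most of the genome.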

By using a 3-fold cutoff, the *hrde-1* mutant animals showed consistent increases in Pol II occupancy at 191 1-kb regions in all three sets of Pol II ChIP samples (8WG16, S2, and S5) (Figure 1B and Additional file 1: Table S1). 

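Applying the criteria of the Supplementary Methods to the deposited RPM values gave 191 windows with an increase of at least 3-fold in all 3 antibodies, an *hrde-1* signal above the genome mean and no 3-fold increase of the input, and they were the same 191 windows that Table S1 lists. The median signal of these windows rose from 6.22 RPM in the wild type to 33.8 RPM in *hrde-1* for 8WG16, from 5.14 to 31.4 RPM for S2, and from 3.34 to 32.6 RPM for S5 (no replicates). In the wild type this was a median of 9, 12 and 5 reads per window, and 4 of the windows had a wild type value of 0 in at least 1 library. The 95% interval of the fold from the read numbers (Clopper-Pearson) lay above 1 in all 3 antibodies for all 191 windows, and above 3 in all 3 antibodies for 50. The windows had been chosen for a 3-fold increase and a signal above the genome mean in the same libraries. At these depths that choice keeps the interval above 1, so the 191 of 191 is no separate evidence. The median input fold at these windows was 1.14 and the largest 2.93. When the genotype labels of 1 antibody were exchanged, no window passed the same criteria, and no window passed in 100 sets of read numbers drawn from a rate common to both genotypes. The window with the largest value of its smallest fold lies on chromosome IV from 14416001 to 14417000 (WS190). Its fold was 17.3 for 8WG16 (95% interval 7.69 to 48.4), 18.5 for S2 (9.66 to 40.8) and 21.9 for S5 (8.35 to 81.4). It was followed by windows on chromosome IV from 4125001 to 4126000, with folds of 13.0, 35.6 and 50.1, on chromosome V from 8831001 to 8832000, with folds of 12.3, 17.7 and 30.7, on chromosome IV from 528001 to 529000, with folds of 11.76, 16.3 and 23.9, and on chromosome I from 4459001 to 4460000, with folds of 11.3, 11.3 and 10.7. The fold cutoff moved the number of windows most, to 535 at 1.5-fold. The paper takes the increase in all 3 antibodies as the mark of a consistent change at these regions.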

The median fold of increase in Pol II occupancy for these loci was 5.3 (8WG16), 5.8 (S2), and 9.0 (S5), indicating HRDE-1′s prominent role in transcriptional silencing for at least 0.2% of the *C. elegans* genome. 

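Over the 191 loci, the median fold of increase calculated from the RPM values was 5.30 for 8WG16 (95% interval of the median 4.95 to 5.82), 5.69 for S2 (5.26 to 6.56) and 9.04 for S5 (8.16 to 10.1). The intervals are order-statistic intervals over loci, which are not replicates, and the loci had been chosen for an increase in the same libraries. Windows with a similar wild type signal, drawn 10000 times, had median folds of 1.083, 0.91 and 1.25, respectively. The median moved most for S5, to 6.60, when each signal was divided by the input of its genotype with a pseudocount of 1. The 191 windows make up 0.19% of the 100257 windows. From the size of these folds the paper infers a prominent part of HRDE-1 in transcriptional silencing, for at least 0.2% of the genome.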

We provisionally refer to these 191 1-kb regions as the exemplary *g*ermline nuclear *R*NAi-dependent *t*ranscriptional *s*ilencing (GRTS) loci. 

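With the fold cutoff lowered to 2, 351 windows met the criteria in all 3 antibodies, and with a cutoff of 1.5, 535 windows did. Both sets were identical to the lists of Table S1. The input criterion uses the same cutoff as the Pol II criterion, so it removed 3 windows at 3-fold, 20 at 2-fold and 83 at 1.5-fold. As a result, 11 of the 191 windows of the 3-fold list were absent from the 2-fold list and 32 were absent from the 1.5-fold list. On chromosome V, which held the most windows at each cutoff, the number rose from 84 to 142 and 192.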

Regions with a minimal 2-fold and 1.5-fold increase in the Pol II ChIP signals (*hrde-1* vs. wild type) were listed in Additional file 1: Table S1. 

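The same criteria in the opposite direction, with a wild type signal above the genome mean and without windows in which the input fell 3-fold, gave 15 windows in the deposited Pol II values (no replicates). Of these, 11 lie on the X chromosome, 2 on chromosome II and 2 on chromosome V, and 9 lie within 124 windows at the left end of X, from 42001 to 166000 (WS190). At these 9 windows the median signal fell from 27.0 RPM in the wild type to 6.54 RPM in *hrde-1* for 8WG16, from 20.0 to 5.34 RPM for S2, and from 27.1 to 5.44 RPM for S5. The median wild type signal there was 40, 48 and 41 reads. Another of the 15, on chromosome II from 11761001 to 11762000, had the largest change of the 15 in 8WG16, from 491 to 17.8 RPM. A cutoff of 1.5-fold moved the number of windows most, to 196, followed by leaving out S2, the antibody with the deepest libraries, with 193, while a cutoff of 4-fold left 2.

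**Figure D1:**
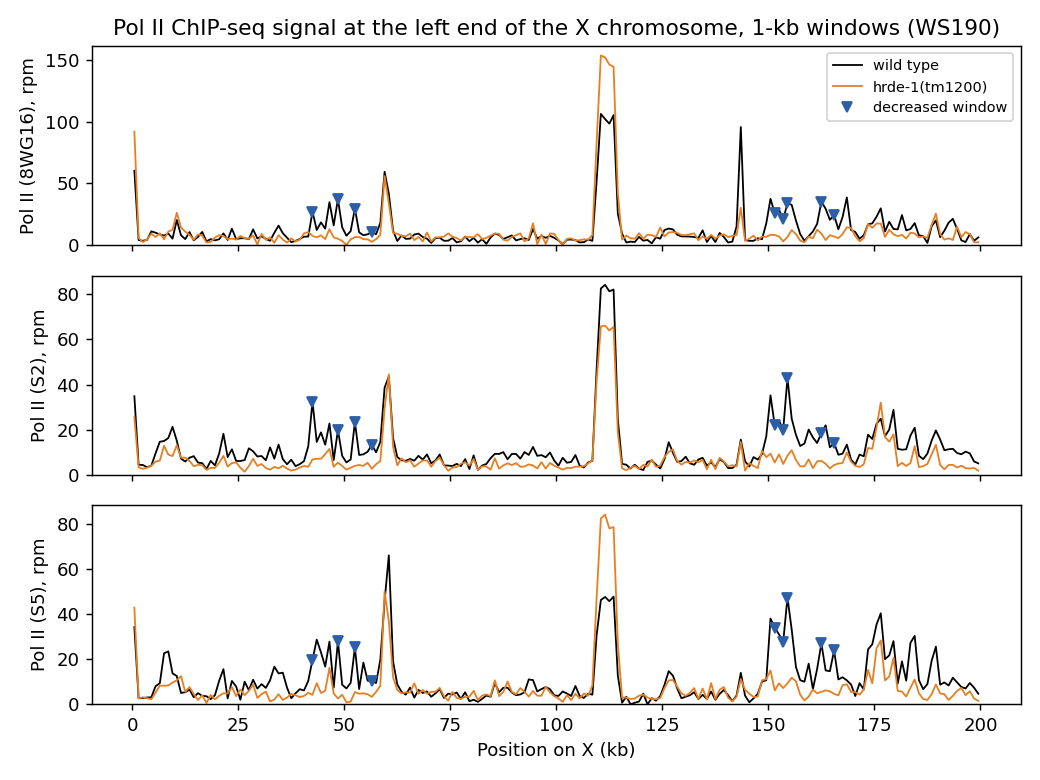
Pol II signal in RPM (y axis, 1 panel per antibody) against position in kb on the first 200 kb of the X chromosome (x axis), with lines for the wild type and *hrde-1(tm1200)* libraries. Triangles mark the 9 windows with a decrease of at least 3-fold in all 3 antibodies, between 42001 and 166000, and at these windows the *hrde-1* line runs below the wild type line in each panel.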

We found a much smaller number of 1-kb regions (15) which showed decreased levels of Pol II ChIP-seq signals in the *hrde-1* mutant animals. Most of these changes were modest (Figure 1B) and most likely corresponded to experimental noise or indirect effects of the *hrde-1* mutation. They were not further analyzed in this work.

The genomic distribution of the GRTS loci is not random; many GRTS loci are in proximity to each other. By setting a proximity cutoff of 5 kb, we found that 161 of the 191 exemplary GRTS loci (84.2%) are clustered in 35 different regions, here after referred to as GRTS clusters (Figure 2C). 

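Neighbouring loci were linked here when their starts were at most 5 kb apart, the reading of the proximity cutoff under which Table S1 yields the published number of clusters. This linked 161 of the 191 loci (84.3%) into 35 clusters and left 30 loci single. The median cluster spanned 4 kb. When 191 windows were drawn at random from the genome 10000 times, the median number of loci in clusters was 4 and the largest 17 (permutation test, p = 0.0001, the smallest that 10000 draws can give). With starts at most 2 kb apart the number in clusters fell most, to 147 loci. The paper reasons from this clustering that the distribution of the loci over the genome is not random.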

Eight of these 35 clusters were at least 10 kb, a size three times larger than the median size of *C. elegans* genes. 

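The 8 clusters of at least 10 kb held 81 of the 191 loci. The largest lay on chromosome V, from 8826001 to 8847000 and from 8868001 to 8889000, each 21 kb long with 15 loci, and from 5182001 to 5201000, 19 kb long with 18 loci. The others lay on chromosome V from 14039001 to 14055000, on chromosome IV from 4124001 to 4138000, on chromosome I from 226001 to 239000, on chromosome II from 2150001 to 2163000, and on chromosome V from 18447001 to 18457000 (WS190), with between 3 and 10 loci each. When the starts of neighbouring loci had to lie at most 2 kb apart, 4 clusters reached 10 kb, and at most 10 kb apart, 11 did.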

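The 191 loci are divided among chromosomes I, II, III, IV and V as 27, 31, 10, 39 and 84, and none lies on X. The X chromosome holds 17.7% of the 100257 windows, which corresponds to 33.8 loci (exact binomial test, p = 1.08e-16). Loci of 1 cluster are not independent of each other, so the test was repeated over the 65 clusters and single loci, none of them on X against 11.5 by its share of windows (exact binomial test, p = 4.93e-06). The upper bound of the 95% Wilson interval for the share on X was 1.97% over loci and 5.58% over clusters and single loci. The detection of a locus requires an *hrde-1* signal above the genome mean, and the mean Pol II (S2) signal was lower on X, at 6.40 RPM in the wild type, than on any autosome, of which the lowest was chromosome V at 8.33 RPM. The fold cutoff moved the count most, to 13 of 535 loci at 1.5-fold (2.4%; exact binomial test, p = 1.09e-28).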

In addition, all of the exemplary GRTS loci are located in five autosomes and strikingly absent in the sex chromosome (X) (Figure 2C). *C. elegans* has two sexes: hermaphrodite (XX) and male (X). Previous studies have shown that the entire X chromosome, with the exception of the left tip, is in a repressive chromatin state in *C. elegans* germ cells [45, 46]. Therefore, the depletion of GRTS loci in the X chromosome may reflect a paradox in the nuclear RNAi field [24], which states that the target locus needs to be at least transiently transcribed in order to be targeted for transcriptional silencing. Alternatively, the X chromosome in *C. elegans* germ cells may lack certain DNA sequences or chromatin components that are necessary for nuclear RNAi.

**Figure 2:**
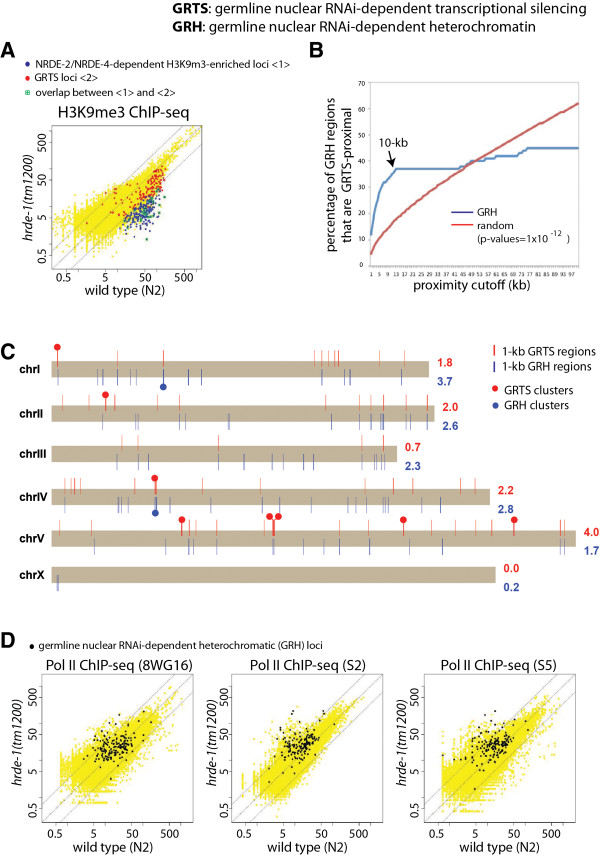
**Germline nuclear RNAi-dependent heterochromatic (GRH) regions. (A)** H3K9me3 ChIP-seq signals for the wild type (N2) and *hrde-1(tm1200)* mutant on 100,257 1-kb regions in the *C. elegans* genome. GRH and GRTS loci were indicated by blue and red dots, respectively. **(B)** Blue curve: the percentage of the 215 1-kb GRH regions that are nearby to or overlap with any GRTS as a function of the proximity cutoff. Red curve: the minimal percentage to reject the null hypothesis that the 215 1-kb GRH regions have no tendency to overlap with or nearby to GRTS regions (p-values = 1 × 10^−12^, binomial distribution) as a function of the proximity cutoff. **(C)** Genomic distribution of GRTS (red bars) and GRH (blue bars) regions in each of the six chromosomes in *C. elegans*, with prominent GRTS clusters and GRH clusters (at least 10 kb) indicated with solid circles. Numbers on the right of each chromosome are the percentages of the chromosome in GRTS (red) and GRH (blue) regions. **(D)** Scatter plots of the whole-genome Pol II ChIP-seq signals for the wild type and *hrde-1(tm1200)* mutant animals with the GRH regions highlighted (otherwise the same data as used in Figure 1B). Dotted lines **(A and** **D** **)** indicate no-changes (the middle line) and three-fold differences (the flanking lines).

### Germline nuclear RNAi-dependent heterochromatin (GRH) loci and transcriptional silencing (GRTS) loci are in proximity to each other

We then asked to what extent the germline nuclear RNAi-dependent transcriptional silencing events are correlated with the heterochromatic responses on the native targets. In a previous study, we identified a set of nuclear RNAi-dependent heterochromatic regions (marked by H3K9 trimethylation) that are dependent on two different nuclear RNAi protein factors NRDE-2 and NRDE-4 [38]. 

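Trimethylation of lysine 9 of histone H3 (H3K9me3) was measured by ChIP-seq in 1 library of the wild type and 1 of *hrde-1(tm1200)*, both from young adults and without biological replicates. The authors processed these reads as for Pol II, and the deposited values are RPM over the same 100257 1-kb windows. The value of 1 read gives a depth of 1200000 reads for the wild type and 6346000 for *hrde-1*, so that 3 reads correspond to 2.50 and 0.473 RPM and the median window held 6.0 and 40.0 reads. The wild type library therefore limits the precision of the folds. A window was called dependent on HRDE-1 when its signal was above the genome mean in the wild type and fell at least 3-fold in *hrde-1*, following the Supplementary Methods, without a pseudocount and without input correction. Over windows with signal in both libraries, 92.3% differed less than 3-fold, and the median *hrde-1* to wild type fold was 1.18. Since a strong loss at enriched windows raises the relative share of all other windows in values scaled to the total, the folds were also recalculated after rescaling the median fold to 1. The *nrde-2* and *nrde-4* libraries are not in the files analysed here, so the GRH loci were taken from Table S1.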

To augment the previous study, we performed the H3K9me3 ChIP-seq analysis using the *hrde-1(tm1200*) mutant adult animals in this study. We found that the *hrde-1* mutant had very similar H3K9me3 defects to the *nrde-2* and *nrde-4* mutants. 

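In the wild type and *hrde-1* H3K9me3 libraries, 656 windows (0.65% of the genome) met the 3-fold criterion for dependence on HRDE-1 (no replicates). All 215 GRH loci of Table S1 were among them, 32.8% of the 656. At a cutoff of 2-fold, 2021 windows met the criterion, among them all 260 GRH loci of the 2-fold list. At 1.5-fold it was 5828 windows, the alternative that moved the number most, with all 284 GRH loci of the 1.5-fold list. Of the 656 windows, 65 were GRTS loci. The overlap with the windows dependent on NRDE-2 and NRDE-4 is the paper's, since those libraries were not analysed here. The paper takes the regions that depend on all 3 proteins as its GRH list and reasons from their share that the *hrde-1* mutant has H3K9me3 defects like those of *nrde-2* and *nrde-4*.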

Using a 3-fold cutoff, we found that 215 out of the 358 NRDE-2/NRDE-4-dependent H3K9me3-enriched regions (60%) were dependent on the HRDE-1 activity as well. We refer to these 215 1-kb regions as exemplary *g*ermline nuclear *R*NAi-dependent *heterochromatic* (GRH) loci (Figure 2A) (listed in Additional file 2: Table S2). 

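Chromosomes I, II, III, IV and V held 55, 40, 32, 49 and 36 of the 215 GRH loci, and X held 3 (1.4%, 95% Wilson interval 0.48% to 4.02%), against 38.0 by the share of windows on X (exact binomial test, p = 2.53e-14). Over 86 clusters and single loci, 2 were on X (exact binomial test, p = 2.39e-05). The 3 loci span X from 214001 to 215000, 251001 to 252000 and 255001 to 256000 (WS190). Their H3K9me3 signal fell from 40.0 to 10.9, from 43.1 to 9.78 and from 35.6 to 8.76 RPM in *hrde-1*, reductions of 3.68-fold, 4.41-fold and 4.06-fold. Dividing by input with a pseudocount of 1 moved the first of these most. Its *hrde-1* to wild type fold went from 0.272 to 0.109, as its input rose from 2.99 to 9.60 RPM. Of the 656 windows dependent on HRDE-1 in the H3K9me3 libraries alone, 27 were on X (4.1%; exact binomial test, p = 4.28e-26).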

Similarly to GRTS (listed in Additional file 3: Table S3), nearly all of the GRH regions are located in the five autosomes and only three 1-kb GRH regions (1.4%) were located in the X chromosome (Figure 2C).

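Counted from start to start, 76 of the 215 GRH loci (35.3%, 95% Wilson interval 29.3% to 41.9%) lay within 10 kb of a GRTS locus. Windows so close to a GRTS locus make up 1.49% of the genome, which corresponds to 3.20 of 215 random windows (exact binomial test, p = 4.12e-81). This test takes each locus as independent, which clustered loci are not. When the GRTS loci were instead shifted together along each chromosome, which keeps their clusters, the median number of GRH loci nearby was 3 and the largest 32 (circular permutation test, p = 0.0001, the smallest that 10000 draws can give). In the other direction, 74 GRTS loci (38.7%) lay within 10 kb of a GRH locus. A distance of 5 kb moved the count most, to 65 loci (30.2%). The paper reasons from the excess over random windows that the GRH and GRTS loci tend to lie together.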

We compared the genomic distributions of the exemplary 215 GRH and 191 GRTS 1-kb loci and found that 35% of the GRH loci were within 10 kb distance of a GRTS locus (Figure 2B and 2C, p-values <1×10^−12^). Furthermore, approximately 50% of these GRH loci either overlapped with or were adjacent to a GRTS locus. 

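Of the 76 GRH loci within 10 kb of a GRTS locus, 25 were GRTS loci themselves and a further 14 shared a border with one. Together they were 39 of the 76 (51.3%, 95% Wilson interval 40.3% to 62.2%).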

These overlapping or proximally located GRTS and GRH loci represent a set of native targets at which germline nuclear RNAi triggers robust responses in both transcriptional silencing and H3K9 trimethylation.

Intriguingly, many of the GRTS loci, at which the *hrde-1* mutation leads to a dramatic transcriptional desilencing, had fewer H3K9me3 defects than the GRH loci (Figure 2A). In the *hrde-1* mutant, the median fold-of-reduction of H3K9me3 for GRH was 6.1, while the reduction for GRTS was only 2.5. 

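At the 215 GRH loci the H3K9me3 signal fell from a median of 45.0 RPM in the wild type to 6.50 RPM in *hrde-1*, and the median reduction was 6.06-fold (95% order-statistic interval 5.45 to 6.69, no replicates). At the 191 GRTS loci it fell from 62.6 to 24.1 RPM, a median reduction of 2.45-fold (2.17 to 2.62). The GRH loci had been chosen for a reduction in these libraries and the GRTS loci had not. Among the GRTS loci, 65 (34.0%) showed a reduction of at least 3-fold and 48 a reduction below 1.5-fold. With the 25 loci of both lists left out, the medians were 5.94 for 190 GRH loci and 2.21 for 166 GRTS loci, a difference of 1.42 on the log2 scale (permutation test with whole clusters exchanged between the lists, p = 1e-05, the smallest that 100000 resamples can give). This test cannot decide whether the lists differ beyond the choice of loci, since every GRH locus was required to fall at least 3-fold. Rescaling *hrde-1* so that the median fold over all windows was 1 changed the reductions most, to 7.17 and 2.90. From the medians the paper concludes that many GRTS loci have smaller H3K9me3 defects than the GRH loci.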

Conversely, the *hrde-1* mutation had a much weaker effect on Pol II exclusion in the GRH loci than the GRTS loci. The median folds-of-increase of Pol II for GRH loci were 1.3, 1.9, and 2.0 for 8WG16, S2, and S5, respectively. 

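The median *hrde-1* to wild type fold at the 215 GRH loci was 1.29 for 8WG16 (95% order-statistic interval 1.12 to 1.43), 1.86 for S2 (1.64 to 2.08) and 1.87 for S5 (1.60 to 2.01). These loci had not been chosen on Pol II. Windows matched for the wild type signal had lower median folds of 0.81, 0.93 and 0.94, and no draw of matched windows reached the median of the loci in any antibody (permutation test, p = 0.0001 each, the smallest that 10000 draws can give). The draws take each locus as independent, which clustered loci are not. With the 25 loci that are also GRTS loci left out, the medians were 1.17 for 8WG16, 1.67 for S2 and 1.63 for S5. The fold was above 1 in all 3 antibodies at 124 GRH loci, and at least 3 in all 3 at 25. Rescaling the *hrde-1* library to a median fold of 1 moved the 8WG16 value most, to 1.11. The median wild type signal at these loci was 22, 31 and 19 reads for 8WG16, S2 and S5. Setting these medians against those of the GRTS loci, the paper concludes that the loss of HRDE-1 acts much more weakly on Pol II exclusion at the GRH loci.

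**Figure D2:**
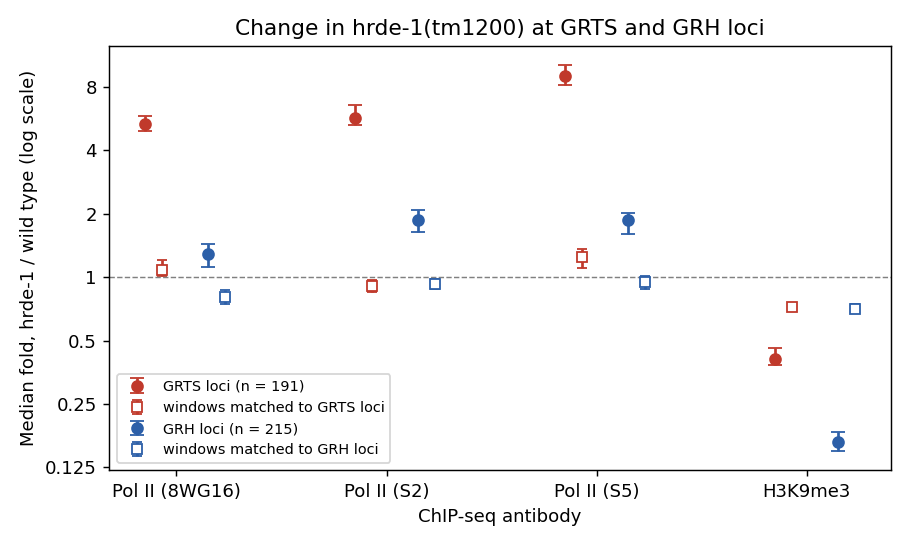
Median *hrde-1(tm1200)* to wild type fold on a log scale (y axis) for each ChIP-seq antibody (x axis) at the 191 GRTS loci and the 215 GRH loci, with bars for 95% order-statistic intervals, and open squares for windows matched by wild type signal with bars for the central 95% of the draws. The GRTS loci lie highest for the Pol II antibodies, between 5.30 and 9.04, and the GRH loci lie lowest for H3K9me3.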

In contrast, the increases for GRTS loci were 5.3, 5.8, and 9.0 for 8WG16, S2, and S5, respectively. In addition, many GRH loci exhibited no changes in Pol II occupancy between the wild type and *hrde-1* mutant animals (Figure 2D). 

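A locus was counted as unchanged when its *hrde-1* to wild type fold lay between 1/1.5 and 1.5 for all 3 antibodies. This held for 26 of the 215 GRH loci (12.1%, 95% Wilson interval 8.4% to 17.1%), against 16.4% of the other windows with H3K9me3 above the genome mean. Their median H3K9me3 reduction was 5.89-fold, from 3.72-fold to 10.3-fold. A wider limit moved the count most: between 1/2 and 2 there were 77 loci (35.8%) against 43.6% of the other windows, and between 1/3 and 3 there were 132 (61.4%) against 72.2%. With a median of 19 to 31 reads per locus in the wild type, a change smaller than 1.5-fold at a single locus is not detectable at this depth. From such loci and from the medians of the lists, the paper reasons that the native targets may differ in their response.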

These results indicate that the responses of germline nuclear RNAi may differ among the native targets. Furthermore, these results ruled out a simple model in which the level of H3K9 methylation is the sole determinant of transcription silencing at the native targets of germline nuclear RNAi.

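Across the 191 GRTS loci, Spearman's rho between the fold of H3K9me3 reduction and the fold of Pol II increase was 0.32 for 8WG16, 0.30 for S2 and 0.26 for S5. Across the 215 GRH loci it was 0.15, 0.26 and 0.16. These 6 correlations are across loci within 1 library pair, and neighbouring loci are not independent, so no p-value was calculated. A Pol II increase of at least 3-fold at every GRTS locus and an H3K9me3 loss of at least 3-fold at every GRH locus are fixed by the definitions of the lists. What the definitions leave open is that 48 GRTS loci had a reduction of H3K9me3 below 1.5-fold and that Pol II was unchanged at 26 GRH loci, 12.1% against 16.4% of the other windows with H3K9me3 above the genome mean. Wild type H3K9me3 was above the genome mean at 179 of the 191 GRTS loci, so the 48 may include loci with little signal to lose. The number of unchanged GRH loci was the value that moved most with the processing, to 77 with a limit of 2-fold. The paper argues from the different responses of the lists that the level of H3K9 methylation alone does not set the transcriptional state of the native targets.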

### Impact of germline nuclear RNAi on the primary transcriptome

To further characterize the transcription activity, particularly its directionality, we decided to characterize pre-mRNA at the whole genome level. Previously, a nascent transcript sequencing method was developed to globally analyze pre-mRNA in *Saccharomyces cerevisiae* [47]. In this method, pre-mRNA was enriched by Pol II immunoprecipitation (IP) from DNase I-treated nuclear extract without crosslinking. We applied this method for *C. elegans* and found that >99% of Pol II remained insoluble even after extensive DNase I treatment of the crude nuclear extract (data not shown). We subsequently learned from previous works that, in metazoans, the ternary complex of RNA polymerase II, DNA, and nascent RNA is resistant to high concentrations of detergents, chaotropes, salt, and polyanions [48, 49]. So we modified the standard Pol II (S2) ChIP procedure and extracted RNA from the final IP product (see Methods for details), followed by RNA-seq analysis. We will refer to this method as pre-mRNA-seq in this work.

To verify that pre-mRNA, not mRNA, was indeed enriched by this method, we searched for intronic sequences in the pre-mRNA-seq reads. We found that intronic reads were largely increased in the pre-mRNA-seq samples when compared with the matching mRNA-seq samples (Figure 3A). The [intron/exon] ratio of the pre-mRNA-seq was 19.3-fold higher than the ratio of the mRNA-seq for the wild type and 17.6-fold higher for the *hrde-1* mutant. This verifies an efficient enrichment of primary transcripts by the pre-mRNA-seq method. We also observed regions with abundant pre-mRNA-seq reads but very low mRNA-seq reads (*e.g.,* Figure 4B, comparing pre-mRNA and mRNA for the *hrde-1* mutant sample), evidencing a unique power of pre-mRNA-seq in revealing gene expression activity. In addition, pre-mRNA-seq compliments the Pol II ChIP-seq analysis by indicating the directionality of transcription activity.

**Figure 3:**
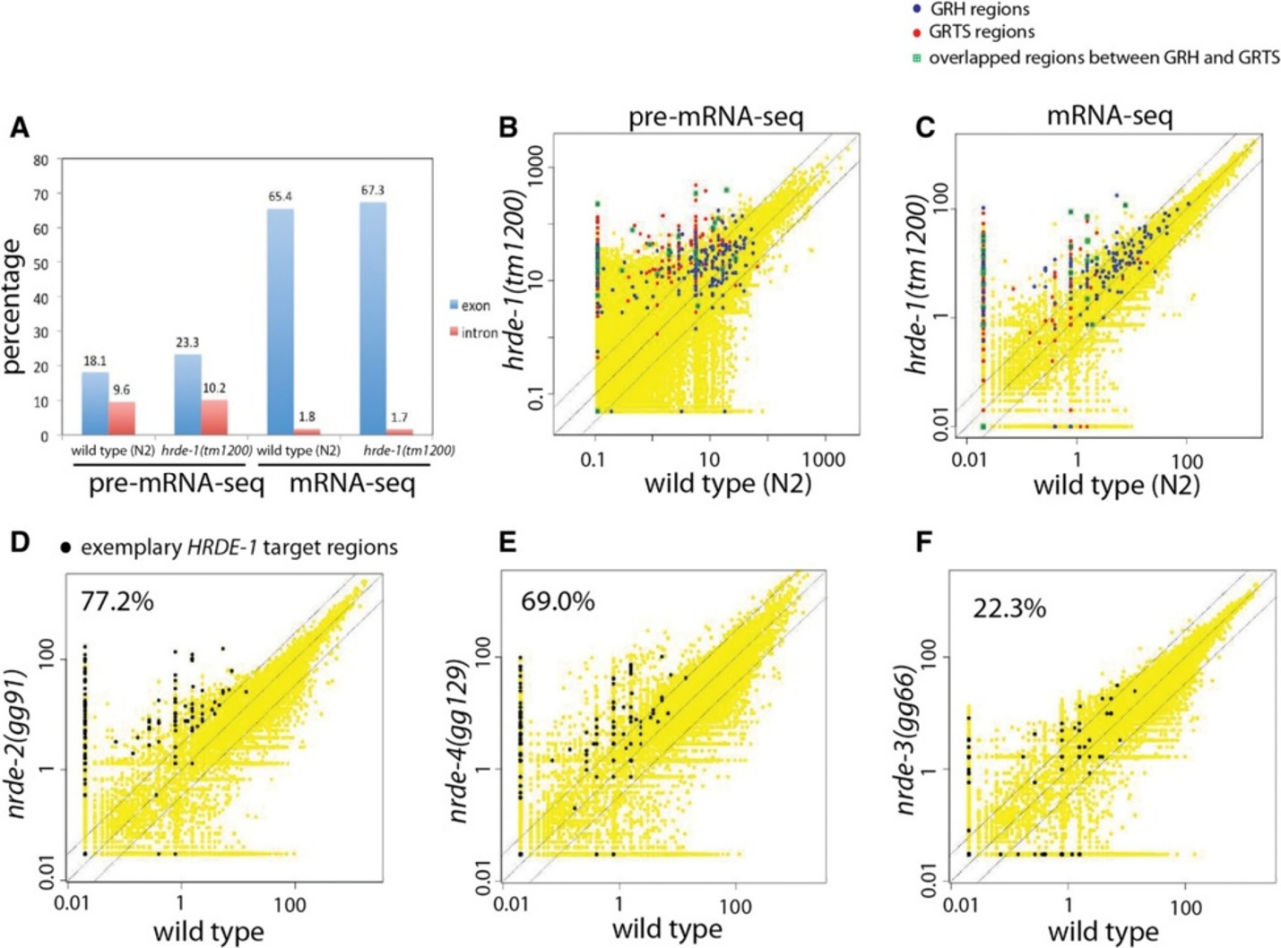
**Loss of HRDE-1 increases the levels of pre-mRNA and mRNA transcribed from the GRTS regions. (A)** Percentages of sequenced tags (pre-mRNA-seq or mRNA-seq) that match to sequences of exons or introns. Scatter plots of the pre-mRNA-seq **(B)** or mRNA-seq signals **(C)** for the wild type and *hrde-1(tm1200)* mutant animals. **(D-F)** Scatter plots of the mRNA-seq signals for the wild type, *nrde-2*(*gg91*)*, nrde-3*(*gg66*) *and nrde-4*(*gg129*) mutant animals. The percentage of the exemplary HRDE-1 targets showed at least 3-fold increases in mRNA-seq signals in each mutant was indicated in each panel.

**Figure 4:**
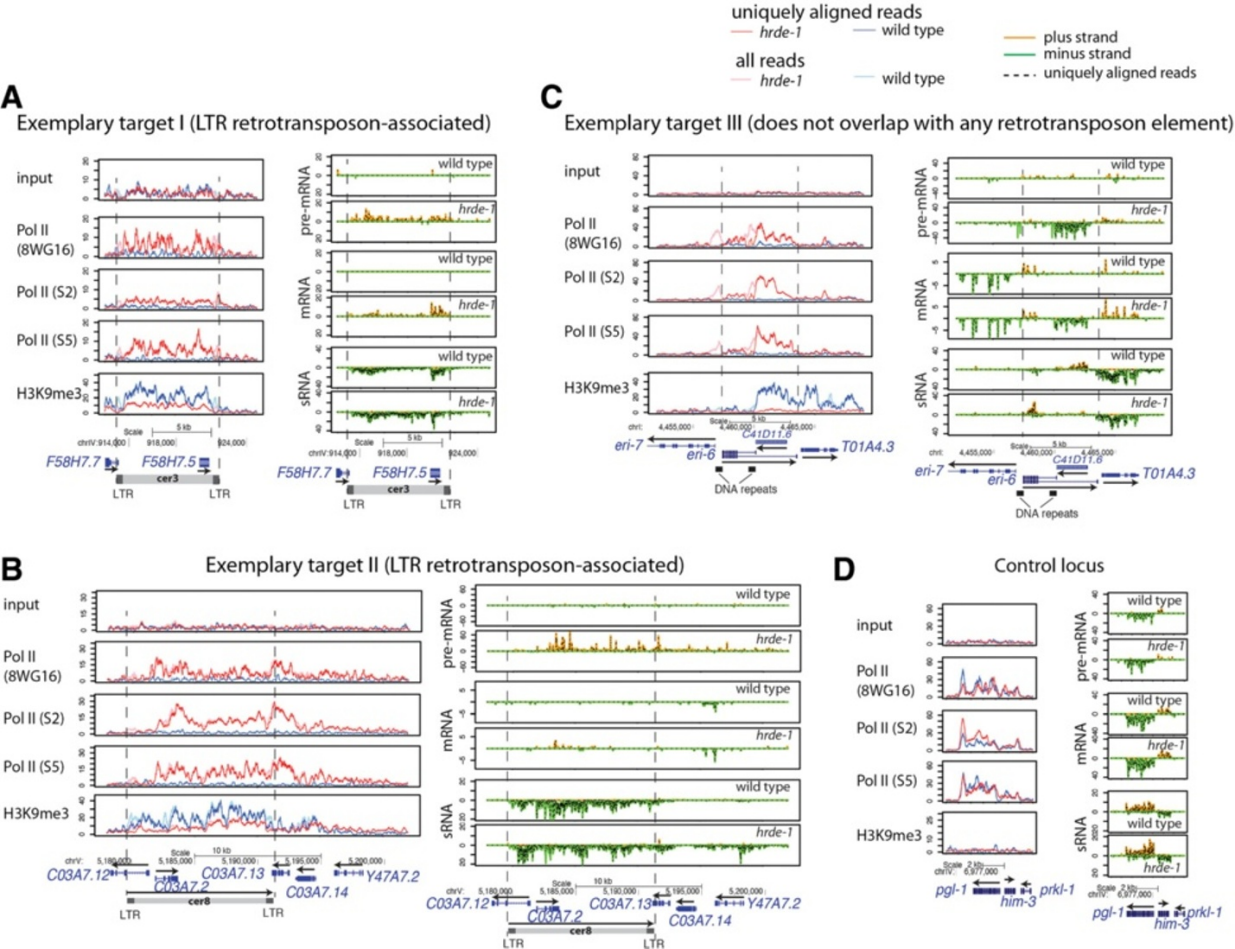
**Exemplary regions with HRDE-1-dependent transcriptional silencing and heterochromatin responses.** Pol II ChIP-seq, H3K9me3 ChIP-seq, pre-mRNA-seq, mRNA-seq, and small RNA-seq profiles are plotted for three germline nuclear RNAi targets (*Cer3* **(A)**, *Cer8* **(B)** and *C41D11.6* **(C)**) and one control locus **(D)**.

We examined the pre-mRNA-seq signals from the wild type and *hrde-1* mutant animals for all 1-kb segments throughout the genome (Figure 3B). Among the 191 exemplary GRTS loci, 61.8%, 35.1%, and 17.3% showed at least 10, 50, and 200-fold increase in pre-mRNA-seq signals in the *hrde-1* mutant over the wild type animals (p-values < 0.0005, Monte Carlo simulation), evidencing a large increase in nascent transcripts in the GRTS regions. Consistent with Pol II ChIP-seq analysis, pre-mRNA-seq analysis revealed a generally weaker transcription de-silencing response in the GRH regions than in the GRTS regions. Among the 164 GRH loci, 25.6%, 10.9%, and 5.1% of them showed 10, 50, and 200-fold increases, respectively, in pre-mRNA-seq signals in the *hrde-1* mutant compared to the wild type animals (p-values: 0.92, 0.72, and 0.002, Monte Carlo simulation). A weaker desilencing in the *hrde-1* mutant in GRH regions was also evident from the mRNA-seq analysis (Figure 3C).

To test whether HRDE-1-dependent silencing events also require other nuclear RNAi pathway genes, we performed mRNA-seq analysis for mutants of three other core nuclear RNAi factors [*nrde-2*(*gg91*)*, nrde-3*(*gg66*) *and nrde-4*(*gg129*)]*.* For the mRNA-seq analysis, we defined a set of exemplary HRDE-1 targets as the combined GRTS and GRH regions with increased mRNA-seq signals in *hrde-1* mutant animals (a minimal of 3-fold increase in the *hrde-1* mutant compared with the wild type mRNA-seq samples). We found that both the *nrde-2* mutant and the *nrde-4* mutant showed strong de-silencing of the exemplary HRDE-1 target regions: 77.2% and 69.0% of the exemplary HRDE-1 targets showed at least 3-fold increases in mRNA-seq signals in the *nrde-2* mutant and *nrde-4* mutant, respectively, when compared with the wild type (Figure 3D and E). By contrast, only 22.3% of the exemplary HRDE-1 targets showed at least 3-fold increases in mRNA-seq signals in the *nrde-3* mutant (Figure 3F). We previously found that the soma-specific nuclear Argonaute protein NRDE-3 is not required for the endogenous H3K9me3 responses mediated by NRDE-2 and NRDE-4 [38]. Taken together, these results further confirm that NRDE-3 has little or no function in germline nuclear RNAi.

### Germline nuclear RNAi primarily targets retrotransposons for transcriptional silencing

To gain insight into the physiological role of germline nuclear RNAi in *C. elegans*, we examined the top sixteen largest GRTS clusters (5–19 kb) for their genomic annotations. 

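The 16 clusters of Table 1 span 167 windows and contain 113 of the 191 GRTS loci. Within Table 1, 10 clusters hold an LTR retrotransposon or a part of one and 6 do not. In the RPM values summed over each cluster (no replicates), the Pol II (S2) signal in *hrde-1* was between 2.19-fold and 14.9-fold that of the wild type. The largest S2 fold, 14.9, was at the cluster with *F15D4.5* on chromosome II from 13245001 to 13250000 (WS190), where the mean signal rose from 3.29 to 49.0 RPM. The next was 12.3 at the cluster with *F49F1.7* on chromosome IV from 4124001 to 4138000, and 10.8 at the cluster with *C41D11.6*. The smallest, 2.19, was at the cluster with *T08G5.9* on chromosome V from 14039001 to 14055000, where every window held fractional reads and 4 of 16 windows were GRTS loci. At the clusters with *F09B7.3* and its copy, on chromosome V from 8826001 to 8837000 and from 8868001 to 8879000, the S2 folds of 10.3 and 10.2 were nearly equal, and 72.7% and 54.5% of their windows held fractional reads. Division by input with a pseudocount of 1 moved the S2 fold to 9.04 at the *F15D4.5* cluster, 7.69 at *F49F1.7* and 7.57 at *C41D11.6*. At *F09B7.3* it became 7.84, so *F15D4.5* stayed highest but the order below it changed.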

Although protein-coding genes in these clusters were not associated with any obvious common feature, we found that LTR retrotransposons were highly enriched in the GRTS clusters. 10 of these 16 GRTS clusters contain either full or partial LTR retrotransposon-type elements (p-value = 0.0005, Monte Carlo simulation) (Table 1). This strong association was further evidenced by a close correspondence between the locations of target LTR retrotransposons and the local profiles of endo-siRNAs in both the wild type and *hrde-1* mutant (see next section), H3K9me3 in the wild type, and Pol II occupancy/pre-mRNA in the *hrde-1* mutant (two examples were shown in Figure 4A and 4B). 

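Fig. 4A and 4B show Cer3 and Cer8. The Cer3 cluster lies on chromosome IV from 915001 to 922000 (WS190), and all 7 of its windows are GRTS loci. Its mean H3K9me3 signal was 105.8 RPM in the wild type and 42.8 RPM in *hrde-1*, and its mean Pol II (S5) signal was 2.58 and 29.6 RPM (no replicates). The Pol II folds were 5.01 for 8WG16, 4.77 for S2 (95% interval from the reads 3.699 to 6.25) and 11.5 for S5. The Cer8 locus of Fig. 4B lies on chromosome V from 5182001 to 5201000, and 18 of its 19 windows are GRTS loci. Its H3K9me3 signal was 68.3 and 43.6 RPM in the wild type and *hrde-1*, its Pol II (S5) signal 4.49 and 50.8 RPM, and its Pol II folds were 6.13, 8.12 (7.22 to 9.16) and 11.3. Dividing by the input with a pseudocount of 1 changed the S2 fold at this locus most, to 5.82, and the pseudocount alone gave 7.16. In the wild type, the median H3K9me3 signal of the 10 clusters with an LTR retrotransposon was 91.5 RPM, from 63.8 to 106 RPM, and that of the 6 others 41.6 RPM, from 13.7 to 79.3 RPM. The folds of these groups of clusters overlapped. The S5 fold had a median of 11.4 (2.28 to 19.3) with and 4.89 (2.35 to 11.1) without an LTR retrotransposon (exact permutation test, p = 0.11, 0.44 after Benjamini-Hochberg adjustment over 4 measures). The S2 fold had medians of 8.37 and 5.48 (exact permutation test, p = 0.61, adjusted 0.67). The H3K9me3 reduction was 2.06-fold and 1.96-fold (exact permutation test, p = 0.67, adjusted 0.67). The paper takes the match between the elements and the profiles of H3K9me3 and Pol II as evidence of the association of LTR retrotransposons with the GRTS clusters.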

We note that the top 16 largest GRTS clusters were used for this analysis because (1) full-length LTR retrotransposons in *C. elegans* are usually larger than 8 kb and (2) these larger clusters represent a high-confidence reference data set of HRDE-1 targets. Some of the smaller GRTS regions also contain retrotransposon fragments (data not shown). Within each of these LTR retrotransposons, nearly all of the pre-mRNA reads in the *hrde-1* mutant sample were mapped to the sense strand of the protein-coding genes within the targets (*e.g.,* Figure 4A and 4B). Together with profiles of Pol II-ChIP-seq and pre-mRNA-seq in the *hrde-1* mutant, the strong transcription directionality strongly suggests that transcription of these LTR retrotransposons initiates from the upstream LTR (relative to the sense strand of protein-coding sequence within the transposons) and terminates within or near the downstream LTR.

**Table 1:** **Top sixteen largest germline nuclear RNAi-dependent transcriptional silencing (GRTS) clusters**

Genomic position (WS190)	Length (kb)	LTR retrotransposon	LINE	Tc/mariner-type DNA transposon	Other types of DNA repeat	Protein-coding genes	GRH
chrI:226000-239000	13	A *Cer13* fragment (656 bp) with homology to the PAO family retrotransposon integrase. No LTR at this target.	-	-		*Y48G1BM.5, Y48G1BM.6, Y48G1BM.7*	+
chrI:4456000-4464000	8	-	-	-	Two ~930 bp DNA repeats that are 1.9 kb apart and 99% identical (chrI:4456382–4457314 and chrI:4459215–4460136). One of the two repeats is located between *eri-6* and *eri-7* and contains the promoter active for the two genes.	*eri-7, eri-6, C41D11.6, T01A4.3*	+
chrI:11438000-11449000	11	*Cer16-2* (9.3 kb) with LTR in both ends	-	-		*C27C7.1*	+
chrII:2150000-2163000	13	*Cer9-1* (9.5 kb) with LTR in both ends	-	-		*C40A11.8, math-18*	+
chrII:2516000-2521000	5	-	-	-	Two ~430 bp DNA repeats that are 3.5 kb apart and 98% identical to each other (chrII:2,520,235-2,520,670 and chrII:2516272–2516702)	*bath-12, bath-13*	+
chrII:13245000-13250000	5	-	-	-		*F15D4.5, F15D4.6*	+
chrIV:915000-922000	7	An extensive *Cer3-1* (8.7 kb) with LTR in both ends	-	-		*F58H7.5, F58H7.6*	+
chrIV:4124000-4138000	14	A solo LTR (*Cer2*) with four other *Cer2* fragments (275 bp-412 bp)	-	-		*F49F1.7, F49F1.8*	+
chrIV:13633000-13639000	6	-	LINE2C1 fragment	-		*C08F11.5, C08F11.7*	+
chrV:5182000-5201000	19	*Cer9-1* (11.5 kb) with LTR in both ends	-	-		*C03A7.12, C03A7.2, C03A7.13, abu-8, Y47A7.2*	+
chrV:5482000-5487000	5	-	-	-		*srg-66, srg-65, grl-18*	+
chrV:8826000-8837000	11	Mixed *Cer8* and *Cer9* sequence (19.8 kb) with LTR (cer9) in both ends,	-	-		*F09B7.3, W09B7.2 (F07B7.2), W09B7.1 (F07B7.1), F07B7.7, F07B7.8*	+
chrV:8868000–8879000 (identical sequence to chrV:8826000–8837000)	11	Mixed *Cer8* and *Cer9* sequence (19.8 kb) with LTR (cer9) in both ends,	-	-		*F09B7.3, W09B7.2 (F07B7.2), W09B7.1 (F07B7.1), F07B7.7, F07B7.8*	+
chrV:14039000-14055000	16	-	LINE2H	-		*T08G5.9, T08G5.8, T08G5.7, F58D12.5, T08G5.19*	-
chrV:17568000-17573000	5	A *Cer8-1* fragment (68 bp)	-	-		*C38D9.2*	+
chrV:18439000-18457000	18	*Cer8-1* (19.4 kb) with LTR in both ends	-	*Tc1* embedded in the *Cer8-1*		*ZK262.8, ZK262.9, ZK228.1, ZK228.10*	+

In contrast to mammals and plants, retrotransposons in the *C. elegans* are sparse and occupy only approximately 0.4% of the genome [50–52]. Furthermore, retrotransposition in *C. elegans* has never been reported [52]. However, DNA transposons, which are active in transposition in *C. elegans*, occupy a much larger fraction (approximately 10%) of the *C. elegans* genome [52]. We found that there was only one GRTS cluster that had a DNA transposon (Tc1), which is embedded in an LTR retrotransposon in this case (Table 1). 

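The cluster for which Table 1 lists a Tc1 element contains *ZK262.8* and lies on chromosome V from 18439001 to 18457000 (WS190). Of its 18 windows, 6 are GRTS loci. Its mean Pol II (S2) signal was 4.18 RPM in the wild type and 16.4 RPM in *hrde-1*, and the folds were 3.10 for 8WG16, 3.93 for S2 and 5.64 for S5. Its H3K9me3 signal of 106 RPM in the wild type was the highest of the 16 clusters, and it fell 1.34-fold, to 79.5 RPM, in *hrde-1* (no replicates).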

These results indicate that LTR retrotransposons, but not DNA transposons, are a major class of germline nuclear RNAi targets.

### The native targets of germline nuclear RNAi are associated with abundant endo-siRNAs

To examine endo-siRNAs associated with native targets of germline nuclear RNAi, we performed small RNA sequencing analyses using wild-type adult animals and *hrde-1* mutant adults. We used a 5′-mono-phosphate (mono-Pi)-independent method to capture small RNAs with mono-Pi or tri-Pi at their 5′ ends. As expected for RNAi-regulated loci, we found that the native target regions of germline nuclear RNAi were associated with abundant endo-siRNAs (Figures 4A-C and 5A). Small RNAs that were mapped to these regions measured predominantly 21 or 22 nucleotides long, began with a G at the 5′ end (Figure 5B), and were antisense to the primary transcripts (Figure 4A-C). These features indicate that these endo-siRNAs belong to the so-called 22G RNA family and are products of RdRPs [9, 10, 53].

**Figure 5:**
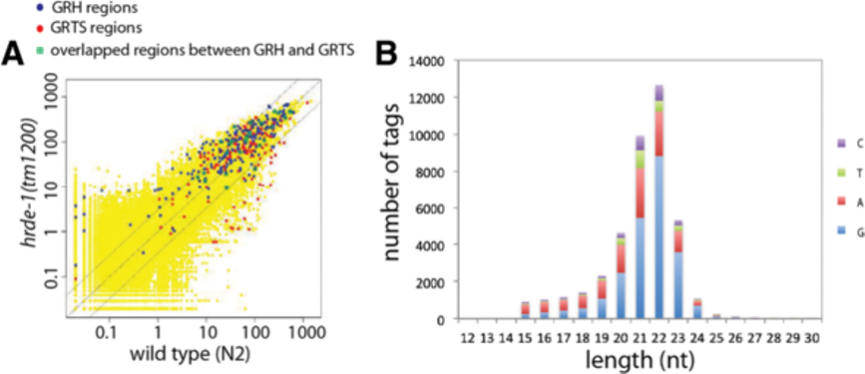
**HRDE-1 is not required for the biogenesis of germline nuclear RNAi-associated endo-siRNA. (A)** Scatter plots of the small RNA-seq signals for the wild type and *hrde-1(tm1200)* mutant animals. Each dot represents each of the 100,257 1-kb regions, with GRTS, GRH, and overlapped regions between GRTS and GRH highlighted. Dotted lines indicate no-changes (the middle line) and three-fold differences (the flanking lines). **(B)** The size distribution and nucleotide distribution for the first position at the 5′ end of small RNAs in the GRTS and GRH regions.

We also compared the endo-siRNA profiles between the wild type and *hrde-1* mutants. The overall abundance of GRTS- or GRH-corresponding endo-siRNAs were similar between these two samples (Figure 5A). This result indicates that HRDE-1 does not directly function in the endo-siRNA biogenesis pathway. Nevertheless, some differences were observed between the wild type and the *hrde-1* mutant when endo-siRNA profiles were examined in detail along the target sites. Possibly these differences correspond to a secondary effect of transcriptional de-silencing caused by the *hrde-1* mutation.

### Non-retrotransposon GRTS regions

In addition to LTR retrotransposons, we also identified several GRTS clusters that do not contain any annotated retrotransposons. One prominent example covers the *C41D11.6* gene (Figure 4C), which exhibits strong increases in Pol II occupancy, pre-mRNA levels, and mRNA levels in the *hrde-1* mutant animals. 

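The cluster covering *C41D11.6* lies on chromosome I from 4456001 to 4464000 (WS190), and 6 of its 8 windows are GRTS loci. Its mean Pol II signal rose from 16.5 RPM in the wild type to 96.0 RPM in *hrde-1* for 8WG16, from 8.52 to 92.1 RPM for S2, and from 12.7 to 96.9 RPM for S5 (no replicates). These are folds of 5.83, 10.8 (95% interval from the reads 9.25 to 12.7) and 7.64. The input at the cluster was 11.1 and 14.7 RPM, a fold of 1.32. Dividing by it with a pseudocount of 1 moved the S2 fold most, to 7.57, and the pseudocount alone gave 9.78. At the control locus of Fig. 4D, *pgl-1* on chromosome IV from 6974001 to 6979000, the folds were 0.79, 1.65 (1.51 to 1.81) and 0.90. The paper presents the cluster as an example of a GRTS cluster outside annotated retrotransposons. The RNA levels were not analysed here.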

*C41D11.6* also exhibits a high degree of HRDE-1-dependent H3K9 trimethylation, which extends into a neighboring, divergently transcribed gene (*T01A4.3*). 

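Over the 8 windows of the *C41D11.6* cluster, the mean H3K9me3 signal fell from 64.5 RPM in the wild type to 6.96 RPM in *hrde-1*, a 9.27-fold reduction, and 7 of the 8 windows are GRH loci (no replicates). Over the next 7 windows, on the side of *T01A4.3* from 4464001 to 4471000 (WS190, chromosome I), it fell from 65.1 to 10.1 RPM, a 6.47-fold reduction, and 5 of the windows are GRH loci. Pol II on that side changed less than at the cluster: the folds were 0.84 for 8WG16, 1.47 for S2 (95% interval from the reads 1.27 to 1.71) and 1.30 for S5. At the control locus *pgl-1* of Fig. 4D the H3K9me3 signal was 5.82 RPM in the wild type and 5.99 RPM in *hrde-1*. Rescaling *hrde-1* to a median fold of 1 moved the H3K9me3 fold at the *C41D11.6* cluster most, from 0.108 to 0.091. The paper states that the methylation reaches into the neighbouring gene *T01A4.3*, which Table 1 lists within the cluster.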

These two genes appear to be nematode-specific genes with unknown functions.

On the other side of C41D11.6 is a locus encoding the *eri-6* and *eri-7* genes (Figure 4C). Despite the divergent transcription of *eri-6/eri-7*, their mRNAs are joined together by an unusual trans-splicing event [54]. Intriguingly, by performing qRT-PCR using primers specific to the *eri-6/7* trans-spliced product, we observed a 50% reduction in the *eri-6/7* mRNA level in the *hrde-1* mutant, suggesting the existence of a local effect of germline nuclear RNAi on the expression of a neighboring gene. We found that loss of eri-6/7 had no silencing defects on the natural targets of germline nuclear RNAi [data not shown].

### The piRNA pathway is not required for germline nuclear RNAi responses at the native targets

The piRNA pathway in *C. elegans* plays an important role in silencing certain pseudogenes, DNA transposons, and other types of foreign DNA such as transgenes in the germline [55–59]. The broad targeting capability comes from the highly diverse repertoire of sequences encoded by piRNAs (also called 21U RNAs) in *C. elegans*. piRNA-mediated silencing of transgenes was previously shown to be dependent on HRDE-1 [40, 41].

To investigate whether the piRNA pathway is required for germline nuclear RNAi activity on the native targets, we performed genome-wide analyses using a piRNA pathway mutant. The *C. elegans* genome encodes two PIWI family proteins, PRG-1 and PRG-2*.* Previous studies found that PRG-1 is required for the stability of piRNAs and essential for piRNA activity. By contrast, PRG-2 has very little or no function in the piRNA pathway [11, 56, 60]. Previous studies found that a subset of the endogenous 22G RNA population is dependent on the piRNA pathway [57, 58]. To ask whether regions with PRG-1-dependent endo-siRNAs overlap with the exemplary GRH and GRTS regions, we examined two sets of published small RNA-seq data for the *prg-1*(*n4357*) mutant and matching wild type animals [58, 61]. By using a 3-fold cutoff, we found that only 7.5% and 20.6% of the exemplary GRTS and GRH regions, respectively, had reduced levels of endo-siRNAs in the *prg-1* mutants. The reduction for most of these regions was modest (Figure 6A). These results indicate that endo-siRNA levels for the majority of the natural targets of germline nuclear RNAi are not dependent on the piRNA pathway.

**Figure 6:**
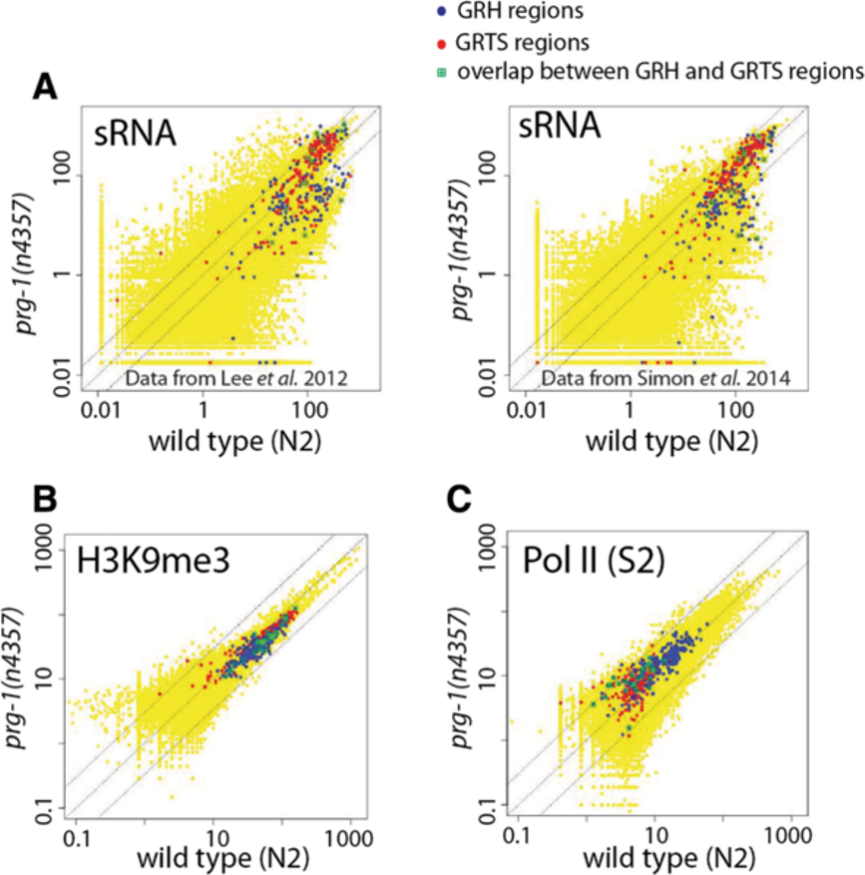
**The piRNA pathway is not required for germline nuclear RNAi responses at the native targets.** Scatter plots of small RNA-seq signals **(A)**, H3K9me3 ChIP-seq signals **(B)**, and Pol II (S2) ChIP-seq signals **(C)** for the wild type and *prg-1*(*n4357*) mutant animals. Each dot represents each of the 100,257 1-kb regions, with GRTS, GRH, and overlapped regions between GRTS and GRH highlighted. Dotted lines indicate no-changes (the middle line) and three-fold differences (the flanking lines).

We then asked whether loss of *prg-1* had any effect on the germline nuclear RNAi-mediated heterochromatin response and transcriptional silencing at the native target sites. For this we performed H3K9me3 and Pol II (S2) ChIP-seq experiments using the *prg-1(n4357)* mutant animals. 

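The files analysed here hold 1 H3K9me3 and 1 Pol II (S2) ChIP-seq library of *prg-1(n4357)* young adults, without biological replicates. *prg-1* encodes the Argonaute protein that binds piRNAs. The deposited values are RPM over the same 100257 windows, and the paper describes no other processing for them than for the other libraries. By the value of 1 read, the H3K9me3 library holds 6859000 reads and the Pol II (S2) library 10268000, so that 3 reads correspond to 0.437 and 0.292 RPM and the median window held 41.0 and 52.0 reads. No wild type library is among the *prg-1* columns. The wild type libraries of the *hrde-1* comparison, with 1200000 reads for H3K9me3 and 2399000 for S2, served as the reference, so a difference between library batches cannot be told apart from an effect of *prg-1*. Over the windows with signal in both libraries, 93.6% differed less than 3-fold for H3K9me3 and 94.9% for S2. Among windows above the genome mean it was 99.6% and 99.2%. The median *prg-1* to wild type fold was 1.14 for H3K9me3 and 0.96 for S2. The GRTS and GRH loci had been chosen partly by their signal in these wild type libraries, so each median fold was set beside that of windows matched for the wild type signal.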

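At the GRTS loci, H3K9me3 in *prg-1* was within 3-fold of the wild type at 189 of 191 loci (99.0%, 95% Wilson interval 96.3% to 99.7%), and the median fold was 0.814 (95% order-statistic interval 0.787 to 0.828), from 62.6 to 51.9 RPM (no replicates). Matched windows fell further, to 0.765 (permutation test, p = 0.0004). The draws of matched windows for both lists take each locus as independent, which clustered loci are not. Pol II (S2) was within 3-fold at 175 loci (91.6%, 86.8% to 94.8%), 15 loci were higher and 1 lower, and the median fold was 1.39 (1.31 to 1.49), from 5.14 to 7.21 RPM, where matched windows had 0.92 (permutation test, p = 0.0001, the smallest that 10000 draws can give). In *hrde-1* the S2 fold at these loci, which were chosen for it, was 5.69. At the GRH loci, H3K9me3 was within 3-fold at all 215 (Wilson lower bound 98.2%). Its median fold was 0.705 (0.680 to 0.731) against 0.784 at matched windows (permutation test, p = 0.0001, the smallest possible). Pol II (S2) was within 3-fold at 208 GRH loci (96.7%, 93.4% to 98.4%) and higher at 7, with a median fold of 1.31 (1.203 to 1.386) against 0.95 at matched windows (permutation test, p = 0.0001, the smallest possible). In the comparisons for which the loci had not been chosen, the change in *prg-1* was smaller than in *hrde-1* at 173 of the 191 GRTS loci for H3K9me3 and at 167 of the 215 GRH loci for S2. At the *C41D11.6* cluster, on chromosome I from 4456001 to 4464000 (WS190), the mean H3K9me3 signal was 64.5 RPM in the wild type, 50.7 in *prg-1* and 6.96 in *hrde-1*, and the S2 signal 8.52, 13.4 and 92.1 RPM. The cutoff moved these counts most: at 2-fold, 47 GRTS loci and 32 GRH loci had changed in S2 and 11 GRH loci in H3K9me3. The paper describes the H3K9me3 and Pol II profiles at the native targets as virtually unaffected in *prg-1*. It concludes that germline nuclear RNAi does not depend on the piRNA pathway.

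**Figure D3:**
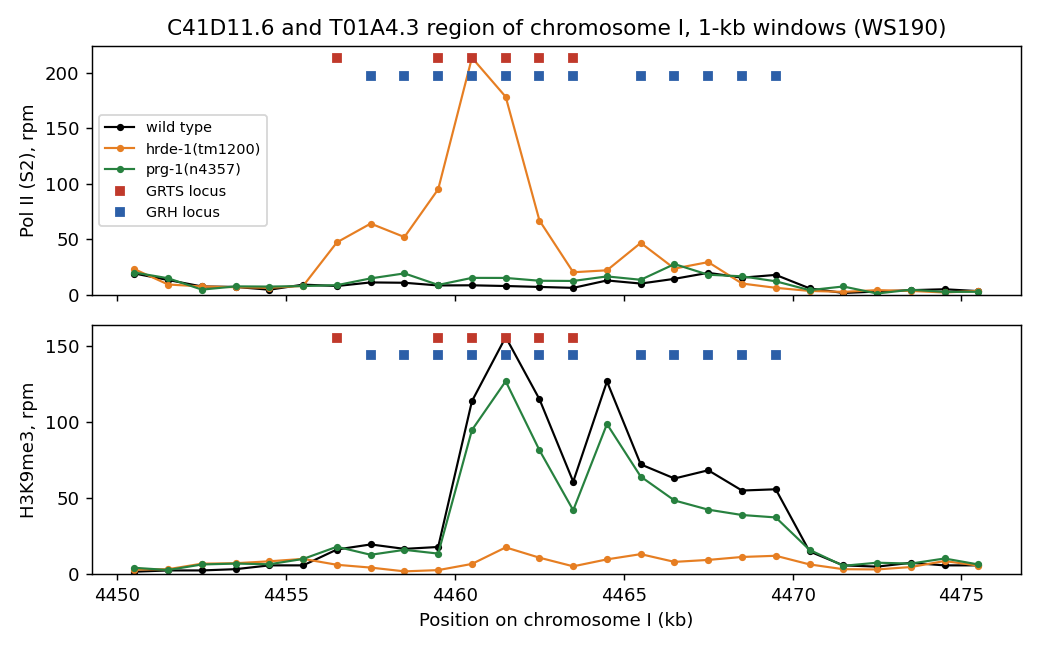
Pol II (S2) signal (upper panel) and H3K9me3 signal (lower panel) in RPM (y axes) against position in kb on chromosome I around *C41D11.6* and *T01A4.3* (x axis), in 1-kb windows of the wild type, *hrde-1(tm1200)* and *prg-1(n4357)* libraries. Squares mark GRTS and GRH loci. The *hrde-1* line peaks in the upper panel and stays low in the lower one. In the lower panel the *prg-1* line has the shape of the wild type line. It runs below it at the peak (126.85 against 155.86 RPM in the window from 4461001) and above it in some flanking windows.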

The results showed that loss of PRG-1 had virtually no effect on the H3K9me3 or Pol II occupancy profiles on the native targets of germline nuclear RNAi (Figure 6B and C), indicating that germline nuclear RNAi in *C. elegans* does not require the piRNA pathway.

## Conclusions

### Retrotransposon silencing

By taking a combined genetic, biochemical, and computational approach, we identified a distinct set of genomic regions that are naturally targeted by germline nuclear RNAi for transcriptional silencing and/or heterochromatin formation in *C. elegans*. The enrichment of retrotransposon elements in these regions suggests that germline nuclear RNAi evolved as a genome defense mechanism against this type of mobile DNA. Our detailed whole-genome profiling of Pol II occupancy and pre-mRNA indicates that, first, the HRDE-1-targeted retrotransposons in *C. elegans* are intrinsically active in transcription. Second, germline nuclear RNAi-mediated transcriptional silencing at these regions occurs prior to (or at) the formation of the transcriptional preinitiation complex. Taken together, these findings indicate that one function of germline nuclear RNAi is to silence the retrotransposons in the *C. elegans* genome.

### piRNA

Studies using *Drosophila*, zebrafish, and mice have revealed that the piRNA pathway plays a central role in silencing retrotransposons at both the transcriptional and post-transcriptional levels. piRNAs in *C. elegans* (also called 21U RNA) have been shown to silence Tc3 (a mariner-type DNA transposon), certain pseudogenes, and transgenes in the germline [56–58]. Previous studies indicated that HRDE-1 is required for the silencing of piRNA-targeted reporter genes [40, 41]. In this study, we showed that the piRNA pathway in *C. elegans* is not required for germline nuclear RNAi activity at LTR retrotransposons. These findings suggest that the HRDE-1-mediated nuclear RNAi and the piRNA pathway evolved to have distinct target specificity in genome surveillance.

### Triggers of nuclear RNAi

The triggering mechanisms that initiate RNAi-mediated transcriptional silencing appear to be quite diverse in different organisms. In plants, nuclear RNAi can be triggered *in trans* by dsRNA produced from an infecting virus or transgene [62, 63]. Cryptic splicing, aberrant transcription products, and transcription-blocking activities (such as DNA replication) have been shown to play important roles in triggering RNAi-mediated chromatin silencing *in cis* in fission yeast [64–66].

The native targets of germline nuclear RNAi in *C. elegans* identified in this study often contain DNA repeats that are associated with promoter activities (*e.g.,* LTRs). It is possible that certain unusual nucleic acid interactions (RNA-RNA, RNA-DNA, or DNA-DNA) associated with transcriptionally active DNA repeats are recognized by the host as signals for unwanted genetic elements. In the case of the *eri-6/eri-7* locus, although no DNA transposon or retrotransposon can be found nearby, there are several unusual features of gene structures: (1) an approximately 0.9 kb DNA sequence that includes the promoters for *eri-6* and *eri-7* is duplicated 3 kb away in the same orientation (Figure 4C), which resembles of LTRs; (2) the partially overlapped genes *C41D11.6* and *eri-6* are transcribed in convergent directions; (3) and the C*41D11.6* gene is an intron-less gene. We are currently investigating whether nuclear RNAi at this region is caused by any of these features.

A previous study found that at least one of the LTR retrotransposons, namely *Cer1*, is actively transcribed in germ cells of wild type *C. elegans* [67]. We observed the active expression of *Cer1* in the wild type in our data set as well (data not shown). This suggests that DNA repeats, such as LTR, may not be sufficient to trigger silencing. Other genetic activities or molecular structures that are intrinsic to retrotransposons may be required as well. Alternatively, the triggering mechanism may involve interference between genetic activities (*e.g.,* transcription and DNA replication) that originates from foreign DNA and neighboring host genes. Such interference may be absent in the *Cer1* locus. We consider these models to be valid hypotheses for further study.

### Absence of response in the X chromosome

With a few exceptions, GRTS and GRH regions are situated in all five autosomes but not on the X chromosome. What are the possibly explanations for their absence in the X chromosome? Our previous study showed that abundant small RNAs from both types of chromosomes are associated with HRDE-1 [38]. Therefore, this positioning cannot be due to the lack of X-chromosome endo-siRNAs. LTR retrotransposons themselves are not absent in the X chromosome either. Some of the X-located LTR elements are nearly identical to ones located in the GRTS regions. At this point we cannot rule out the lack of certain intrinsic triggering sequences in the X-located LTR retrotransposons. It is also possible that the lack of X-located GRTS or GRH regions is due to the global silencing of the X chromosome in the germ cells of *C. elegans.* Previous studies found that the entire X chromosome in *C. elegans* germ cells, with the exception of one tip of the X chromosome, is in a repressive chromatin state [45, 46]. It is conceivable that a brief period of transcription is needed to provide nascent transcripts as binding sites for targeting siRNA-associated silencing complex. Transient transcription may even be required to generate the triggering signals, for example, by providing nascent transcripts recognized as improperly spliced or terminated transcripts, or providing nascent transcripts as templates or substrates for siRNA biogenesis.

## Methods

### Worm strains

*C. elegans* strain N2 was used as the standard wild-type strain. Mutant alleles used in this study were *hrde-1*(*tm1200)* [38, 40, 41] *, nrde-2*(*gg91*) [36] *, nrde-3*(*gg66*) [35] *, nrde-4(gg129*) [37] and *prg-1*(*n4357*) [56]. Synchronized animals were cultured on NGM plates at 19°C and fed on *E. coli* OP50 [68].

Chromatin Immunoprecipitation (ChIP)-seq, pre-mRNA-seq, mRNA-seq, and small RNA-seq procedures are described in Additional file 4.

## Availability of supporting data

All sequencing data used in this study have been deposited in GEO (Accession Number: GSE58031).

## Electronic supplementary material

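Table S1 gives the position of each 1-kb window that met the criteria for GRTS or GRH at the respective cutoff. The GRTS lists hold 191 windows at 3-fold, 351 at 2-fold and 535 at 1.5-fold, and all of them were obtained again from the deposited RPM values with the criteria of the Supplementary Methods. The GRH lists hold 215, 260 and 284 windows, and all of them met the HRDE-1 part of the criterion at the same cutoff. The lists are not nested, because windows with an increase of the input at the cutoff are left out at each cutoff separately: 11 windows of the 3-fold GRTS list are not in the 2-fold list.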

Additional file 1: Table S1: GRTS and GRH regions identified with cutoffs of 1.5, 2, or 3-fold differences.

Additional file 2: Table S2: GRH clusters identified using data from Additional file 1: Table S1. Each of these regions has at least one 1-kb region with a minimal 3-fold decrease in H3K9me3 in all three nuclear RNAi mutants (*nrde-2, nrde-4*, and *hrde-1*) and also includes nearby regions with at least 1.5-fold decreases. Each cluster was indicated whether it overlaps with any GRTS cluster. Genes in each GRH cluster were listed.

Additional file 3: Table S3: GRTS clusters identified using data from Additional file 1: Table S1. Each of these regions has at least one 1-kb region with a minimal 3-fold increase in Pol II ChIP-seq signal in *hrde-1* and also includes nearby regions with at least 1.5-fold increases. 

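Table S3 lists 66 GRTS clusters with a median size of 3 kb and a largest size of 21 kb, and it marks 19 of them as overlapping a GRH cluster. The corresponding Table S2 lists 86 GRH clusters with a median of 3 kb and a largest size of 15 kb, of which 19 overlap a GRTS cluster. These clusters were built with the 1.5-fold windows around a 3-fold window, so they differ in number and extent from the 35 clusters made of 3-fold windows alone. A 3-fold window without neighbours also counts as an entry of Table S3.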

Each cluster was indicated whether it overlaps with any GRH cluster. Genes in each GRTS cluster were listed.

Additional file 4: **Supplementary Methods.**

## Abbreviations

GRTS: Germline nuclear *R*NAi-dependent *t*ranscriptional *s*ilencing
GRH: Germline nuclear *R*NAi-dependent *h*eterochromatin.

# Supplementary material for: Complex coding of endogenous siRNA, transcriptional silencing and H3K9 methylation on native targets of germline nuclear RNAi in C. elegans
**Source:** BMC Genomics. 2014 Dec 22;15(1):1157. doi: 10.1186/1471-2164-15-1157
**Supplement:** Supplementary file 4 — Additional file 4: Supplementary Methods.

Supplemental information for “Complex coding of endogenous siRNA, transcriptional silencing and H3K9 methylation on native targets of germline nuclear RNAi in *C. elegans*”

Julie Zhouli Ni ^1^, Esteban Chen ^1^, and Sam Guoping Gu ^1,2^

**Methods**

**Chromatin Immunoprecipitation (ChIP)**

100-200 μl frozen synchronized young adult worm pellets were used for each chromatin immnuoprecipitation experiment. Crushed pellets (pulverized by grinding in liquid nitrogen with a mortar and pestle) were resuspended in 1ml of pre-chilled RIPA buffer (1X PBS, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 1X HALT combined protease and phosphatase inhibitor cocktail [ThermoScientific]). To crosslink, formaldehyde was added to the crude extract to a final concentration of 2%. The lysate was rotated at 4°C for 10 minutes. 0.1 ml of 1M Tris-HCl (pH 7.5) was added to quench formaldehyde. Lysate was spun at 6000 x g for 30 second and the supernatant was removed. The pellet was resuspended in 0.5ml of pre-chilled RIPA buffer. The lysate was transferred to a 1.5 ml TPX tube (Diagenode) and sonicated (Bioruptor [Diagenode], output level: high, interval: 0.5, three times of 8-minute sonication). 50 μl of the lysate was used to make IP input library. For each immumoprecipiation experiment, 2 μg of anti-H3K9me3 (ab8898, Abcam), anti-Pol II-8WG16 (ab817, Abcam), anti-Pol II-S2 (ab5095, Abcam), or anti-Pol II-S5 (ab5131, Abcam) antibody was added to 400 μl of the lysate (containing approximately 50 μg DNA). The IP mix was rotated overnight at 4°C. 50 μl of Protein A Dynabeads (Life Technology) was added and rotated for another 2 hours. The beads were then washed three times with 800 μl ice-cold LiCl washing buffer (100 mM Tris-HCl, pH7.5, 500 mM LiCl, 1% NP-40 and 1% sodim deoxycholate). To elute the immunoprecipitation product and reverse crosslink, beads were incubated with 400 μl of worm lysis buffer (0.1 M Tris-HCl, pH 7.5, 100 mM NaCl, 50 mM EDTA, 1% SDS, and 200 μg/ml of proteinase K) at 65 °C for 2 hours with agitation every 30 minutes (IP input lysate was treated similarly to reverse crosslink) and then subject to organic extraction and precipitation of DNA and RNA. DNA libraries were prepared as previously described [[1](#_ENREF_1)].

**Pre-mRNA-seq**

To enrich Pol II-associated nascent transcripts, Pol II ChIP was performed using anti-Pol II-S2 (ab5095, Abcam) antibody (see previous paragraph for ChIP procedure). DNA was removed from Pol II ChIP product by DNase I treatment according to manufacture’s instruction (New England Biolabs). RNA was then fragmented using Fragmentation Reagents (Ambion). To prepare pre-mRNA libraries, fragmented RNA was treated T4 polynucleotide kinase (New England Biolabs). The 3’ end of RNA was ligated to an adenylated DNA oligo (IDT linker-1: 5’-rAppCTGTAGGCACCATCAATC-3’) using T4 RNA ligase 1 (New England Biolabs) without ATP. ~15-35 nt RNA captured by the 3’ linker oligo was purified using 8 % polyacrylamide (acrylamide:bis-acrylamide = 19:1) gels containing 8 M urea, followed by a 5’ end ligation reaction using a DNA-RNA hybrid oligo (5’-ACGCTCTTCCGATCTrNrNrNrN-3’, rNrNrNrN as 4-nt barcode) using T4 RNA ligase 1 (New England Biolabs) with ATP. cDNA was synthesized by using SuperScript III Reverse transcriptase (Life Technologies) and primer SG460 (5’-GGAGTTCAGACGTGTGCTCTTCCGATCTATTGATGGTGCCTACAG-3’), followed by PCR amplification with primers SG-465 (5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3’) and SG-46X (5’-CAAGCAGAAGACGGCATACGAGAT[6-nt index]GTGACTGGAGTTCAGACGTGTGCTCTTCC-3’). To ensure that amplified DNA is still annealed to a true complement and avoid reannealing-distortion in the resulting libraries [[2](#_ENREF_2)], PCR reactions were titrated with increasing cycle numbers; cycle numbers for which product levels have not saturated (*i.e.* product levels still able to increase substantially with additional cycles) were selected. After separating PCR products on 3 % agarose gels, DNA bands of the expected size were extracted (QIAchange® Gel Extraction Kit [Invitrogen]; omitting the 50°C heating step), followed by massive parallel DNA sequencing (Illumina HiSeq2000).

**mRNA-seq**

Total RNA was extracted from frozen synchronized adult worm pellets (100-200 μl, crushed) using Trizol reagent (Life Technologies). mRNA was enriched using Poly(A)Purist MAG kit (Life Technologies). 0.5-1 μg of mRNA was used for each mRNA-seq library. The procedure of mRNA-seq library construction was the same as pre-mRNA-seq library construction described in this paper, except that 35-60 nt mRNA fragments were selected for library preparation.

**Small RNA-seq** was performed using a 5’-monophosphate-independent small RNA cloning procedure described in [[1](#_ENREF_1)].

**qRT-PCR**

Total RNA was isolated from 200~500 synchronized adult worms by Trizol reagent (Life Technologies) according to the manufacture’s instructions. To remove DNA, total RNA was incubated with 1U of DNase I (New England Biolabs) at 37°C for 30 minutes in 1X DNase I Reaction Buffer. DNase I was then inactivated at 75°C for 10 minutes with 5 mM EDTA. The total RNA was then purified by Phenol:Chloroform extraction. Total RNA (1 μg) was reverse transcribed using SuperScript III Reverse transcriptase (Life Technologies) and Oligo dT (Integrated DNA technologies). The qPCR was performed using KAPA SYBR FAST Universal 2x PCR Master Mix (KAPA Biosystems) on a Mastercycler EP Realplex real-time PCR system (Eppendorf) according to the manufacture’s instructions. Primers used in this study are:

eri-6/7 trans-spliced Forward 5’-tccaataatacgcttacgcatc-3’

eri-6/7 trans-spliced Reverse 5’-cttggagtgtcaatgattctgg-3’

**Data analysis**

**Comparison of averaged Pol II occupancy levels in the wild type and *hrde-1*(*tm1200*) mutant animals around the 5’ and 3’ ends of 3903 'H3K4me2/3-anchored’ genes** (**Figure 1A)**.

Libraries used for this analysis are 'PolII_S2_ChIP_WT', 'ChIP_input_WT', 'PolII_S2_ChIP_hrde1', 'ChIP_input_hrde1', 'PolII_8wg16_ChIP_WT', 'PolII_S5_ChIP_WT', 'PolII_8wg16_ChIP_hrde1', and 'PolII_S5_ChIP_hrde1'. 40-nt Illumina reads were aligned to the *C. elegans* genome (version WS190/ce6) using Bowtie (version 0.12.7) [[3](#_ENREF_3)]. 3903 'H3K4me2/3-anchored’ genes [[4](#_ENREF_4)] were used for this analysis. The zero position at the 5’ end of genes corresponds to the dyad position of the “plus-one” nucleosome. The zero position at the 3’ end of genes corresponds to the 3’ end of genes as annotated in the UCSC genome browser. For each gene, the ChIP-seq coverage at each position was calculated by counting the number of sequenced reads (extended as 200 nt sequence from the sequenced end). Both uniquely aligned reads and non-uniquely aligned reads were used for this analysis. The signals from non-uniquely aligned reads were normalized by the number of alignments (*e.g.,* if a read aligns to two different places in the genome, coverage of ½ was assigned at each place for this read). Metagene coverage was the sum of coverage on individual genes, normalized by the modeled DNA sized (200 nt), the number of genes, and sequencing depth (in millions).

**Pol II ChIP-seq analysis for the wild type and *hrde-1(tm1200)* mutant animals on 100,257 1-kb regions in the *C. elegans* genome** (**Figure 1B).**

1kb-coverage values were calculated by counting the number of sequenced reads aligned to each 1kb window in the *C. elegans* genome. The numbers were then normalized by sequencing depth (in millions). A 12-kb sequence at the end of chromosome I encodes *C. elegans* ribosomal RNAs. The actual copy numbers of the rRNA genes are larger than the copy numbers indicated by the annotated genome. This region was excluded for this analysis.

The 1kb-coverage values were used to identify GRTS (germline nuclear RNAi-mediated transcriptional silencing) regions. GRTS were defined as regions with at least 3-fold increase in Pol II ChIP-seq signal in the *hrde-1* mutant for all three sets of Pol II ChIP-seq experiments, excluding regions with 3-fold increase in ChIP input signals in the *hrde-1* mutant. 

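The effect of each criterion can be read from the deposited RPM values of the wild type and *hrde-1* libraries (1 per genotype and antibody). A 3-fold increase in all 3 antibodies alone was met by 289 windows. Requiring an *hrde-1* signal above the genome mean, which was between 9.91 and 9.95 RPM in the *hrde-1* Pol II libraries, left 194, and leaving out windows with a 3-fold input increase left 191. At 2-fold the corresponding numbers were 992, 371 and 351, and at 1.5-fold 3334, 618 and 535. A threshold of 2 times the genome mean would have left 137 windows at 3-fold.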

To reduce false positives, we also required Pol II ChIP-seq signals in GRTS regions in the *hrde-1* mutant were above the mean value of the genome-wild 1kb coverage. GRTS with a minimal of 2-fold and 1.5-fold increase were similarly identified and listed in Supplementary Table S1.

**H3K9me3 ChIP-seq analysis for the wild type and *hrde-1(tm1200)* mutant animals on 100,257 1-kb regions in the *C. elegans* genome** (**Figure 2A).**

Libraries used for Fig. 2A and generated by this study were 'H3K9me3_ChIP_WT' and 'H3K9me3_ChIP_hrde1', 'PolII_S2_ChIP_WT', 'PolII_S2_ChIP_hrde1', 'PolII_8wg16_ChIP_WT', 'PolII_S5_ChIP_WT', 'PolII_8wg16_ChIP_hrde1', and 'PolII_S5_ChIP_hrde1'. Libraries used for Fig. 2A and generated by previous studies were 'H3K9me3_ChIP_WT_smg1_RNAi' (NCBI accession number: GSM855085) [[1](#_ENREF_1)], 'H3K9me3_ChIP_nrde2_smg1_RNAi' (NCBI accession number: GSM855086) [[1](#_ENREF_1)], and 'H3K9me3_ChIP_nrde4_smg1_RNAi' (NCBI accession number: GSM932876) [[5](#_ENREF_5)]. Whole genome alignments were described in Fig. 1A, except that 25-nt reads were used for aligning the three previously generated libraries. 1kb-coverage values were calculated as described in Fig. 1B. Regions with NRDE-2 and NRDE-4-dependent H3K9me3 were defined as regions with at least 3-fold decrease in H3K9me3 ChIP-seq signals in both *nrde-2* and *nrde-4* mutants when compared with the wild type, excluding regions with H3K9me3 ChIP-seq signals in the wild type that were below the mean value of the genome-wild 1kb coverage. Regions with HRDE-1*-*dependent H3K9me3 were defined using the same approach. GRH (germline nuclear RNAi-mediated heterochromatin) regions were defined as regions with NRDE-2, NRDE-4, and HRDE-1-dependent H3K9me3. GRH with a minimal of 2-fold and 1.5-fold decrease were similarly identified and listed in Supplementary Table S1.

**Proximity test for GRH and GRTS regions (Figure 2B)**. Percentage of the 215 kb GRH that were nearby a GRTS region was plotted as a function of the proximity cutoff (blue curve). The simulation (red curve) was done by randomly sampling 215 kb regions out of a total 100,000 kb regions. For each proximity cutoff value (0, 1, …, 99 kb), the frequencies that 0, 1, 2, …, S of the 215 randomly sampled regions that are within the proximity cutoff distance to a GRTS region were calculated using the binomial distribution. The frequencies for 0-S were added up to generate the accumulative frequency. The minimal number of S (Smin) that gave the accumulative frequency of at least 0.999999999999 was determined and plotted as a function of the proximity cutoff (red curve).

For RNA-seq analyses (small RNA, mRNA, or pre-mRNA), identical reads were collapsed as one read to avoid “jackpot” due to PCR amplification (Figure 3, 4, 5, and 6). Small RNA analysis in Figure 6A was performed using previously published small RNA-seq data: GSM996951 [[6](#_ENREF_6)] and GSM948669 [[7](#_ENREF_7)] for N2 and GSM996954 [[6](#_ENREF_6)] and GSM948670 [[7](#_ENREF_7)] for *prg-1*(*n4357*).

One biological replicate was performed for each of the ChIP-seq and RNA-seq experiments. We note that conclusions for GRTS were made by requiring changes to occur in all three sets of ChIP-seq experiments: Pol II (8WG16) ChIP-seq (N2 vs. *hrde-1*), Pol II (S2) ChIP-seq (N2 vs. *hrde-1*), and Pol II (S5) ChIP-seq (N2 vs. *hrde-1*). Similarly, conclusions for GRH were made by requiring changes to occur in all three sets of H3K9me3 ChIP-seq experiments: N2 vs. *hrde-1*, N2 vs. *nrde-2*, and N2 vs. *nrde-4*. Conclusions made about GRTS and GRH were further supported by pre-mRNA seq (N2 vs. *hrde-1*) and mRNA-seq (N2 vs. *hrde-1*).

**Reference:**

1. Gu SG, Pak J, Guang S, Maniar JM, Kennedy S, Fire A: **Amplification of siRNA in Caenorhabditis elegans generates a transgenerational sequence-targeted histone H3 lysine 9 methylation footprint**. *Nature genetics* 2012, **44**(2):157-164.

2. Parameswaran P, Jalili R, Tao L, Shokralla S, Gharizadeh B, Ronaghi M, Fire AZ: **A pyrosequencing-tailored nucleotide barcode design unveils opportunities for large-scale sample multiplexing**. *Nucleic acids research* 2007, **35**(19):e130.

3. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome**. *Genome biology* 2009, **10**(3):R25.

4. Gu SG, Fire A: **Partitioning the C. elegans genome by nucleosome modification, occupancy, and positioning**. *Chromosoma* 2010, **119**(1):73-87.

5. Buckley BA, Burkhart KB, Gu SG, Spracklin G, Kershner A, Fritz H, Kimble J, Fire A, Kennedy S: **A nuclear Argonaute promotes multigenerational epigenetic inheritance and germline immortality**. *Nature* 2012, **489**(7416):447-451.

6. Simon M, Sarkies P, Ikegami K, Doebley AL, Goldstein LD, Mitchell J, Sakaguchi A, Miska EA, Ahmed S: **Reduced Insulin/IGF-1 Signaling Restores Germ Cell Immortality to Caenorhabditis elegans Piwi Mutants**. *Cell reports* 2014, **7**(3):762-773.

7. Lee HC, Gu W, Shirayama M, Youngman E, Conte D, Jr., Mello CC: **C. elegans piRNAs mediate the genome-wide surveillance of germline transcripts**. *Cell* 2012, **150**(1):78-87.

How the deposited data were processed for this re-analysis (not part of the article)

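The values analysed here come from 1 ChIP-seq library each of Pol II (8WG16), Pol II (S2), Pol II (S5), ChIP input and H3K9me3 for wild type and *hrde-1(tm1200)* young adults grown at 19°C, and from 1 H3K9me3 and 1 Pol II (S2) library of *prg-1(n4357)*. The libraries have no biological replicates. The assignment of libraries to genotypes and antibodies was taken from the sample labels and the Supplementary Methods.

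For all of these files the authors aligned 40-nt reads to the WS190/ce6 genome with Bowtie, kept reads with several alignments and divided each of them evenly among its positions, counted reads in 1-kb windows and deposited the result as RPM, the reads of a window per 1000000 aligned reads. They left out the ribosomal RNA region at the end of chromosome I. The files hold 100257 windows. No input correction and no scaling between libraries other than depth is contained in the values. The paper describes no separate processing of the *prg-1* libraries. Coordinates are given as chromosome, start and end in WS190/ce6, with the first base of a chromosome as 1.

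The depth of each library was derived from the smallest step between low values, which is the RPM value of 1 read. By this measure the libraries held between 1200000 reads (wild type H3K9me3) and 10268000 reads (*prg-1* Pol II S2). A signal of 3 reads was taken as the smallest that a library can show, which is 2.50 RPM in the former and 0.292 RPM in the latter. In windows with at most 60 reads, a read number that is not whole was taken as the mark of reads shared between copies of a sequence, and between 17.0% and 23.2% of these windows had one.

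Fold values are ratios of RPM values within one antibody, without a pseudocount. The GRTS loci were determined anew from the files by the criteria of the Supplementary Methods: an increase of at least 3-fold in all 3 Pol II antibodies, an *hrde-1* signal above the genome mean in each, and no 3-fold increase of the input. Decreased windows followed the same criteria in the opposite direction. Windows with HRDE-1-dependent H3K9me3 had a wild type signal above the genome mean and a reduction of at least 3-fold. The GRH list was taken from Table S1, since the *nrde-2* and *nrde-4* H3K9me3 libraries were not analysed here. Loci were linked into clusters when their starts were at most 5 kb apart, and a GRH locus was near a GRTS locus when their starts were at most 10 kb apart. These distances were defined with the help of Table S1, so the closeness of the numbers of clusters to the published ones is partly built in.

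Medians over loci are given with 95% order-statistic intervals, shares with 95% Wilson intervals, and folds of single windows or regions with 95% Clopper-Pearson intervals from the read numbers. Loci are not replicates, and these intervals contain no variation between animals or preparations. Median folds of the lists were compared with those of windows of similar wild type signal, drawn 10000 times from the 200 windows nearest in rank to each locus. These draws take each locus as independent, which clustered loci are not, so their p-values may be too small. Clustering was compared with 10000 random draws of windows, the distance between the lists with an exact binomial test and with 10000 circular shifts along each chromosome, and the number on X with an exact binomial test over loci and over clusters with single loci. The difference in H3K9me3 reduction between the lists was tested by exchanging whole clusters 100000 times. The 16 clusters of Table 1 were compared by the presence of an LTR retrotransposon with an exact permutation test. Read numbers drawn 100 times from a rate common to both genotypes showed what sampling noise alone gives. As an alternative to a 3-fold change in each antibody, limma was fitted to log2(RPM + 1), with the antibody as a block, on the values deposited by the authors. A window then counted as changed with a Benjamini-Hochberg adjusted p of limma under 0.05 and a fitted fold of at least 3. The signal and input filters were kept, so these counts are not independent of the main criteria.

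The scripts were tested on simulated windows. Of 200 windows simulated as changed, 99% were recovered by the criteria of the GRTS loci and 99% by limma, and neither called an unchanged window. The changed windows were drawn from windows above the genome mean in each Pol II antibody, with Poisson noise only. The GRTS loci had lower wild type medians of 6.22 RPM for 8WG16, 5.14 for S2 and 3.34 for S5. The simulation therefore tests the scripts and does not give the recovery or the false calls at such loci. The median fold found at the changed windows was 6.63 against 6.76 simulated, and the matched comparison gave a permutation p of 0.302 at unchanged windows. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used, with the random seed set to 1.

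The loci named in the text were fixed in advance as the 16 clusters of Table 1, the loci of Fig. 4, the 3 GRH loci on X, and the 5 windows with the largest value of the smallest of the 3 Pol II folds among windows with a wild type value above 0. Other windows are given by their coordinates. The alternatives tried were other fold cutoffs, a pseudocount of 1, rescaling of the mutant library to a median fold of 1, other signal and input filters, division by input, 2-kb windows, each antibody left out, limma, and other distances. In these alternatives, division by input added a pseudocount of 1 to every value. RNA-seq libraries were not analysed, as no processed file for them was in the files analysed here. A column of the *prg-1* files headed as input carries no sample label, so it entered no comparison at a claim.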

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

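Decreased Pol II windows at the left end of X. The paper reports 15 windows with less Pol II in *hrde-1* and does not analyse them further. It regards most of them as most likely experimental noise or indirect effects. In the files, 9 of the 15 lie within 124 windows of the X chromosome, from 42001 to 166000 (WS190), and that is why they are listed here. The median wild type to *hrde-1* fold at the 9 windows was 4.09 for 8WG16, 4.23 for S2 and 4.87 for S5. Among 10000 random draws of 15 of the 17737 windows that met the other criteria, no 200-kb span held more than 4 (permutation test, p = 0.0001, the smallest that these draws can give), which speaks against random placement. The span of 200 kb was chosen after the windows had been seen. Sampling noise gave 0 decreased windows in the span in 100 Poisson draws. The other 115 windows of the span, which were not chosen for a low value, were also lower in *hrde-1* than windows of similar wild type signal, with a median fold of 0.93 against 1.02 (permutation test, p = 0.0034). That test takes neighbouring windows as independent, which they are not. The input fold at the 9 windows was 0.719, below 1 but short of the limit of 1/1.5 set for fewer DNA copies in *hrde-1*. The *prg-1* to wild type S2 fold was 0.808, from 0.55 to 1.42. The S2 loss was thus largely not shared by *prg-1*, while an unusual wild type S2 preparation would give it in both mutants. Without *prg-1* libraries for 8WG16 and S5, the wild type preparations of these antibodies could not be tested. At the decreased windows outside the span the *prg-1* S2 fold was 0.26 to 0.86. After rescaling each mutant library to a median fold of 1, 8 of the 9 windows still passed. The median folds of 8WG16 and S5 were 1.16 and 1.13, so rescaling deepens the decrease there. It could remove windows only through S2, at 0.96, and does not test the depth normalization of 8WG16 and S5. The test for reads shared between near-identical copies went the other way: 70.3% of the windows of the span held fractional reads, against 22.2% of the genome. This shows that the sequence is repeated in the reference and does not test a difference between the strains, but the signal cannot be assigned to single windows of the span with certainty. The paper cites earlier work in which the left tip is the part of X that is not repressed in germ cells, and an effect of HRDE-1 on transcription there may be a hypothesis to test with replicates. The predictions for random placement, for fewer DNA copies and for the wild type preparation were put down only once the result was known, the others before it.

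Signal of a segment of chromosome V in the *prg-1* files. A column of these files whose heading reads *prg-1* input has no sample label. The ratio of its summed signal to that of the wild type input was 2.18 over 210 kb of chromosome V, from 2350001 to 2560000 (WS190). The paper does not report on these data. The largest ratio among 472 other segments of the same length was 1.22, so 0% of them reached it by sampling noise in the inputs. Over the segment, H3K9me3 was 2.67-fold and Pol II (S2) 1.97-fold higher in *prg-1* than in the wild type, and 74 windows passed 3-fold for H3K9me3. In the window from 2383001, for example, H3K9me3 was 59.9 RPM in *prg-1* and 10.4 RPM in the wild type. Divided by the input ratio, the H3K9me3 fold was 1.22, within the limit set for more DNA copies in the *prg-1* strain. The input signal of the segment was 0.458 of the genome median in the wild type and 0.538 in *hrde-1*, and 0.990 in the column headed *prg-1* input. This is also what fewer copies in the wild type and *hrde-1* strains than in the reference genome would give. Within the segment, the input profile resembled itself at a distance of 108 kb (Spearman's rho 0.86 across windows), and 74.8% of its windows held fractional reads, so reads shared between copies take part in it. Another counting of repeated sequences in the *prg-1* columns was tested through the fractional windows elsewhere, where the input ratio was 1.005 and thus close to 1. The candidate explanations that remain are a difference in copy number of a repeated segment between the strains, with reads divided between its copies, and no biological effect of *prg-1* on chromatin was tested beyond it. The bins and the limit that outlined the segment were chosen after seeing the data. The predictions for noise and for fewer copies in the wild type and *hrde-1* came after their results. The other predictions came after some values of the segment had been seen, but before the value that decides each of them. The segment contains 0 GRTS and GRH loci.

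H3K9me3 loss in *prg-1* outside the lists. Outside the GRTS and GRH loci, 42 windows above the genome mean lost H3K9me3 at least 3-fold in *prg-1*, in 38 separate runs, and the paper does not discuss them. Poisson draws from a rate common to both libraries gave up to 55 such windows, 40.2 on average, so the number is within sampling noise at the depth of the wild type library, whose median there was 14.5 reads. Fewer DNA copies are not seen at the windows as a set, as the median input ratio of the column headed *prg-1* input was 1.25. At 5 windows the ratio was below 1/1.5, which leaves fewer copies open there. Rescaling the library to a median fold of 1 gave 96 windows. The median fold was 1.14 before, so rescaling could only add losses and cannot decide on the authors' depth normalization. Windows of similar wild type H3K9me3 had a median fold of 0.894, a fall too small to account for a 3-fold loss by a lower enrichment of the whole library. A single run stood apart, 4 windows on chromosome V between 3495001 and 3500000 (WS190), where the signal fell from 39.0 to 9.60 RPM in *prg-1* and to 17.8 RPM in *hrde-1*, at a mean of 46.7 wild type reads per window. Its input ratio was 1.18 and its S2 fold 0.49. The longest run in the 100 Poisson draws was 2 windows, and this run was picked out because of its length. Its 2.18-fold fall in *hrde-1* was no larger than the median of 2.23 over the 42 windows, of which 7 fell at least 3-fold in *hrde-1* as well. The run may be a locus where both mutants lose H3K9me3, but with 1 library per strain and 42 windows against a noise level of up to 55 it remains a hypothesis. All these predictions were made before the tests.

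High Pol II signal in the wild type 8WG16 and S5 libraries. On chromosome II from 11757001 to 11762000 (WS190), the mean wild type signal was 674 RPM for 8WG16 and 549 RPM for S5, and in *hrde-1* it was 20.8 and 20.9 RPM. The highest window reached 819.82 RPM in 8WG16, the third highest of the genome in that library, at a place the paper does not discuss. For S2 the wild type signal was 45.3 RPM, *hrde-1* 19.5 RPM and *prg-1* 56.5 RPM. In all, 13 windows in 5 runs had at least 10-fold more signal in the wild type than in *hrde-1* for both 8WG16 and S5, a limit chosen after the first run had been seen, and 2 of the 13 passed 3-fold in S2. The other runs lie on chromosome V from 9087001 to 9090000 and from 1804001 to 1807000, on X from 12662001 to 12663000, and on chromosome II from 8475001 to 8476000. If the animals used for the wild type 8WG16 and S5 libraries differed from those used for S2, the *hrde-1* to wild type folds of 8WG16 and S5 should resemble each other more elsewhere. Over 18510 windows outside the lists with signal above the genome mean, Spearman's rho was 0.33 between 8WG16 and S5, 0.05 between 8WG16 and S2, and 0.01 between S5 and S2, an excess of 0.278. The input was 1.81-fold higher in the wild type at the first run, above the limit of 1.5 set for more DNA there, and 40% of its windows held fractional reads, which leaves reads shared between copies open. An input difference of 1.81-fold is too small to account for differences of 32.4-fold in 8WG16 and 26.2-fold in S5. In S2 the wild type signal was 1.86-fold and 2.41-fold that of *hrde-1* at the runs on chromosome V, where *prg-1* was higher still. At the runs of a single window it was 0.93-fold on X and 0.64-fold on chromosome II. A likeness of the 8WG16 and S5 antibodies, or of their *hrde-1* preparations, would also give the excess in rho. The excess therefore cannot decide whether the wild type animals differed. A state of the wild type animals used for 8WG16 and S5 remains a hypothesis, with shared reads left open. The S2 values on chromosome V leave a lower signal in *hrde-1* open too, but the pattern cannot be assigned to *hrde-1*. The prediction for the input was made after its value had been seen, the other two before.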

How the results depend on the processing

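The results to report, the alternatives and the tests were chosen before the processed files arrived, and no alternative was added afterwards. The tests of the closing section, with their spans and limits, were chosen later. An alternative value was counted as moved when a count left the range within 1.5 times the main count, when a median, fold or share of windows left its 95% interval, or, for a tested result, when the outcome of the test changed. By this measure 48 of the 122 alternative values of the 34 main results moved. Changes of direction were not scored separately for them, and 11 results had no alternative that moved. Their values still varied within these limits: the clustered loci were 147 to 163 in place of 161, the clusters 33 to 36 in place of 35, and the GRH loci near a GRTS locus 65 to 80 in place of 76. On X there were 3 GRTS loci at 2-fold and 13 at 1.5-fold in place of 0, so the absence holds at 3-fold, while the depletion was found at each cutoff. Of 156 alternative values at single loci, 40 moved, 26 of them further from no change and 14 closer to it, and 1 of the 40 ended on the other side of 1.

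The number of GRTS loci, 191, was 351 at a cutoff of 2-fold, 535 at 1.5-fold and 115 at 4-fold. It was 99 in 2-kb windows, which dilute a 1-kb change, 295 with 8WG16 left out and 312 with S2 left out. Under the other settings it lay between 133, with limma, and 285, without the signal filter. The 15 decreased windows became 54 at 2-fold, 196 at 1.5-fold and 2 at 4-fold, 7 with a pseudocount of 1, 8 with a signal above 2 times the genome mean, 33 after division by input, 8 in 2-kb windows, 25 without 8WG16, 193 without S2 and 5 with limma. Without S2 the rule rests on the 8WG16 and S5 libraries, whose folds resemble each other more than those of S2, so a difference between preparations may add to the 193. HRDE-1-dependent H3K9me3 windows, 656, were 2021 at 2-fold, 5828 at 1.5-fold, 1014 after division by input and 296 in 2-kb windows.

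The median folds at GRTS loci depend on the small wild type values. With a pseudocount of 1 they were 4.80 for 8WG16, 4.94 for S2 and 7.20 for S5, and after division by input with the same pseudocount 4.13, 4.78 and 6.60. Rescaling to a median fold of 1 gave 4.58 for 8WG16 and 8.03 for S5. The H3K9me3 reduction at GRH loci was 5.29 with the pseudocount, 7.17 after rescaling and 5.44 after division by input, and at GRTS loci 2.90 after rescaling. Rescaling lowered the 8WG16 fold at GRH loci to 1.11. It lowered the *prg-1* to wild type H3K9me3 fold to 0.716 at GRTS loci and 0.621 at GRH loci.

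Requiring starts at most 2 kb apart left 4 clusters of at least 10 kb in place of 8. With a limit of 2-fold, 77 GRH loci in place of 26 were without a change in Pol II. In *prg-1*, a cutoff of 2-fold gave 47 changed GRTS loci for S2 in place of 16, 32 GRH loci for S2 in place of 7, and 11 GRH loci for H3K9me3 in place of 0, and rescaling gave 1 GRH locus for H3K9me3. The share of windows within 3-fold rose when windows with a low signal were left out, to 94.1% for 8WG16, 98.5% for S2, 96.9% for S5, 99.5% for the input and 96.7% for H3K9me3 in *hrde-1*, and to 99.6% for H3K9me3 and 99.2% for S2 in *prg-1*.

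The depth limits the results most through the wild type libraries. The median window held 6.0 reads in the wild type H3K9me3 and S5 libraries, so the folds of single windows rest on few reads. The replicate block was not run because each genotype and antibody has 1 library and no result compares replicates. The alternative of a wild type column in the *prg-1* files could not be run, as those files hold no such column.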

Differences from the paper's values

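Fig. 2C gives the share of each chromosome covered by GRTS and GRH loci in percent. The paper's values for GRTS loci are about 1.8% for chromosome I, about 2.0% for II, about 0.7% for III, about 2.2% for IV and about 4.0% for V in Fig. 2C, read by eye. The shares calculated from the loci and the 1-kb windows of each chromosome are 0.179%, 0.203%, 0.0725%, 0.223% and 0.402%. For GRH loci the paper's values are about 3.7% for chromosome I, about 2.6% for II, about 2.3% for III, about 2.8% for IV, about 1.7% for V and about 0.2% for X in Fig. 2C, read by eye, and the calculated shares are 0.365%, 0.262%, 0.232%, 0.280%, 0.172% and 0.0169%. None of the alternatives set before the files arrived applies to these shares. Expressed per 1000 windows instead of in percent, a unit tried after seeing the values, the numbers are 1.79, 2.03, 0.725, 2.23 and 4.02 for GRTS loci and 3.65, 2.62, 2.32, 2.801, 1.72 and 0.169 for GRH loci, which reach the paper's values. The order of the chromosomes is the same in either unit.

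Table 1 marks 15 of its 16 clusters as containing GRH. By the positions in Table S1, 5 of the 16 contain a 3-fold GRH locus and 7 a 1.5-fold GRH locus, and Table S3 marks the entries of 5 as overlapping a GRH cluster.

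Linking the GRTS loci of Table S1 at 5 kb gives 10 of the 16 clusters of Table 1 with the same start and end. The clusters on chromosome V that start at 8826001 and 8868001 are each 21 kb long in this linking, while Table 1 lists both as 11 kb long. The entries of Table S3 that start there are 21 kb and 20 kb long. Fig. 4B names the element on chromosome V from 5182001 to 5201000 Cer8, and Table 1 lists Cer9-1 at this position.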

Other observations

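Splits of the Pol II libraries. The criteria of the GRTS loci gave 191 increased and 15 decreased windows with the genotypes as labelled. Of the 4 ways to assign the genotype labels within the 3 antibodies, 1 gave as many increased windows, the real one, and the other three gave none. With limma on log2(RPM + 1), 1 of the 10 splits of the 6 libraries into groups of 3 gave as many windows, again the real one, with 147 windows at a Benjamini-Hochberg adjusted p under 0.05 against 0 in the others. A share below 1 in 4 or 1 in 10 is beyond this design, so the number of splits cannot exclude a grouping by chance. Sampling noise was tested apart from this, and 100 Poisson draws at the depth of the libraries gave 0 GRTS loci. The prediction for the label exchanges was made after the result was known, the other two before.

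Pol II at the target loci in *prg-1*. The paper reports virtually no effect on Pol II occupancy in *prg-1*, and Fig. 6 marks 3-fold differences with dotted lines. Within these lines, the median *prg-1* to wild type S2 fold was 1.39 at GRTS loci and 1.31 at GRH loci. It was higher in 153 of 191 and 167 of 215 loci. Choice of the loci by their wild type signal was tested with matched windows, which had 0.92 and 0.95 (permutation test, p = 0.0001 for each list, the smallest that the draws can give). Those draws take clustered loci as independent. Because the GRTS loci were chosen partly for a low value in the same wild type S2 library, they were chosen again with 8WG16 and S5 alone. At those 312 loci the median S2 fold was 1.319 (95% order-statistic interval 1.25 to 1.40), and at the 121 of them outside Table S1 it was 1.15. More DNA copies were not seen, as the ratio of the column headed *prg-1* input to the wild type input was 0.953 at GRTS loci, a prediction made after the value was known. The 15 GRTS loci above 3-fold in *prg-1* were also above 3-fold in *hrde-1*, which the definition of the loci fixes. Across the GRTS loci the S2 folds of the mutants correlated with a Spearman's rho of 0.31, with the same wild type values in both. A weak loss of silencing in *prg-1* is a hypothesis that these tests leave open. It cannot be told apart from a difference between library batches, since the *prg-1* libraries have no wild type library of their own, and the control locus *pgl-1* of Fig. 4D had a *prg-1* S2 fold of 1.51 as well.

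H3K9me3 at the target loci in *prg-1*. At GRTS loci the median fold was 0.814 and that of matched windows 0.765 (permutation test, p = 0.0004), so the loci fell less than windows of similar wild type signal and the decrease may come from the choice of loci by their signal. At GRH loci the median fold was 0.705 and that of matched windows 0.784 (permutation test, p = 0.0001, the smallest that the draws can give). This difference of 0.900-fold between loci and matched windows is small, and the GRH loci were chosen for a signal above the mean and a fall in *hrde-1* relative to the same wild type library, which matching on rank may not remove in full. The difference between the lists was not tested. Matched draws for either list take clustered loci as independent.

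H3K9me3 on the X chromosome. Of the 27 HRDE-1-dependent H3K9me3 windows on X, 18 lie in its first 500 kb. Among windows above the genome mean in the wild type, this is 18 of 293 (6.1%) at the left end and 9 of 2357 (0.38%) on the rest of X (Fisher's exact test, p = 6.95e-12), so a larger number of enriched windows at the left end is not a sufficient candidate explanation. The limit of 500 kb and the prediction were set after the windows had been seen, and the 3 GRH loci on X and the decreased Pol II windows lie in the same part, where many reads are shared between copies.

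Gains of H3K9me3. At least 3-fold more H3K9me3 and a mutant signal above the genome mean was found at 534 windows in *hrde-1*, 136 of them on X (25.5%), and at 338 windows in *prg-1*, 120 of them on X (35.5%). Both mutants shared 110 windows, 51 on X (46.4%). The median wild type signal at these windows was 4.0 reads, and both comparisons use the same wild type library, so no explanation is offered.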
